# Gene expression evolution in pattern-triggered immunity within *Arabidopsis thaliana* and across Brassicaceae species

**DOI:** 10.1093/plcell/koab073

**Published:** 2021-03-05

**Authors:** Thomas M Winkelmüller, Frederickson Entila, Shajahan Anver, Anna Piasecka, Baoxing Song, Eik Dahms, Hitoshi Sakakibara, Xiangchao Gan, Karolina Kułak, Aneta Sawikowska, Paweł Krajewski, Miltos Tsiantis, Ruben Garrido-Oter, Kenji Fukushima, Paul Schulze-Lefert, Stefan Laurent, Paweł Bednarek, Kenichi Tsuda

## Abstract

Plants recognize surrounding microbes by sensing microbe-associated molecular patterns (MAMPs) to activate pattern-triggered immunity (PTI). Despite their significance for microbial control, the evolution of PTI responses remains largely uncharacterized. Here, by employing comparative transcriptomics of six *Arabidopsis thaliana* accessions and three additional Brassicaceae species to investigate PTI responses, we identified a set of genes that commonly respond to the MAMP flg22 and genes that exhibit species-specific expression signatures. Variation in flg22-triggered transcriptome responses across Brassicaceae species was incongruent with their phylogeny, while expression changes were strongly conserved within *A. thaliana*. We found the enrichment of WRKY transcription factor binding sites in the 5′-regulatory regions of conserved and species-specific responsive genes, linking the emergence of WRKY-binding sites with the evolution of gene expression patterns during PTI. Our findings advance our understanding of the evolution of the transcriptome during biotic stress.

##  

**Figure:**
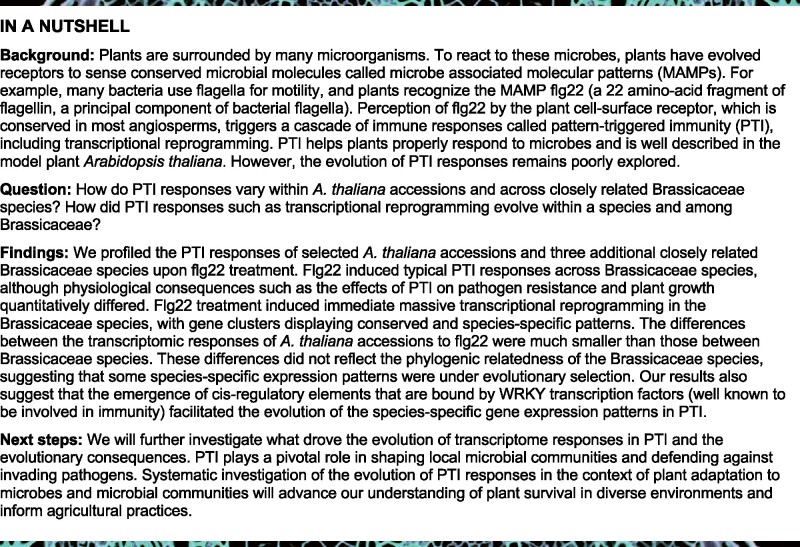

## Introduction

The evolution of biological traits is determined both by variation in coding sequence and gene expression (Necsulea and Kaessmann, 2014; Das Gupta and Tsiantis, 2018). However, our understanding of gene expression variation remains fragmented. The conservation of gene expression patterns over millions of years across species points to the general importance of such expression patterns and indicates an evolutionary constraint (Cardoso-Moreira et al., 2019). Conversely, diversified gene expression patterns across different species may reflect neutral or adaptive evolution (Harrison et al., 2012). The immanent noise in expression data makes it difficult to disentangle environmental and genetic effects on gene expression variation; therefore, detecting gene expression variation caused by genetic effects requires comparisons to be performed under the same experimental conditions (Voelckel et al., 2017).

In previous comparative transcriptome studies in plants, it was noted that variation in gene expression between or within species was substantially enriched for stress-responsive genes, which suggests that changes in stress-responsive gene expression may play an important role in adaptation to the environment (Koenig et al., 2013; Voelckel et al., 2017; Groen et al., 2020). Despite this notion, little is known about how stress-induced transcriptomic changes evolved in plants. To date, few studies comparing expression variation within and across species in unified experimental setups have been performed, especially for plants.

In recent years, several close and distant relatives of the model plant *Arabidopsis thaliana*, belonging to the Brassicaceae family, have been subjected to genome sequencing and used as model systems to study the evolution of various biological traits. For instance, a comparison of the hairy bittercress (*Cardamine hirsuta*) genome with that of *A. thaliana* increased our understanding of the molecular mechanisms that mediate the evolution of leaf shapes and pod shattering (Vlad et al., 2014; Gan et al., 2016; Das Gupta and Tsiantis, 2018). The genome sequences of other Brassicaceae species including pink shepherd’s-purse (*Capsella rubella*) and saltwater cress (*Eutrema salsugineum*) have been used to analyze the mechanisms underlying selfing and abiotic stress-tolerance, respectively (Wu et al., 2012; Slotte et al., 2013; Yang et al., 2013). The availability of rich genomic resources, the broad phylogenetic representations, and the feasibility of growing these Brassicaceae species under the same experimental conditions make them excellent systems for comparative genomics, transcriptomics, and metabolomics analyses.

In nature, plants are surrounded by microbes that could potentially be beneficial or pathogenic (Fitzpatrick et al., 2020). To properly respond to the presence of these microbes, plants have evolved cell-surface localized pattern recognition receptors (PRRs) that sense conserved microbe-associated molecular patterns (MAMPs), leading to the activation of pattern-triggered immunity (PTI) (Albert et al., 2020; Zhou and Zhang, 2020). The two best-characterized MAMPs are the bacteria-derived oligopeptides flg22 and elf18, which are sensed by their corresponding leucine-rich repeat PRRs FLAGELLIN SENSING 2 (FLS2) and EF-TU RECEPTOR (EFR), respectively, in *A. thaliana*. Treating plants with flg22 or elf18 elicits a set of temporally coordinated responses including rapid MAP kinase (MAPK) phosphorylation, genome-wide transcriptional reprogramming, and phytohormone and secondary metabolite production, followed by inhibition of plant growth and increased resistance against pathogens (Albert et al., 2020). Although PTI has been extensively scrutinized in the context of plant–pathogen interactions, it was also recently implicated in the assembly of the plant microbiota, a set of microbes with taxonomically defined structure and composition that colonize the healthy plant (Hacquard et al., 2017; Chen et al., 2020). Thus, PTI serves as the key mechanism that allows plants to adapt to different environments characterized by different microbial communities.

Despite the significance of PTI for plant adaptation to the environment, our understanding of PTI evolution is limited to the evolution of PRRs. For instance, genomes of many plant lineages including members of Brassicaceae, Solanaceae, and Poaceae contain *FLS2*, whereas *EFR* appears to be restricted to Brassicaceae (Boutrot and Zipfel, 2017). However, the conservation of PTI responses among different species and how PTI responses evolve remains poorly understood. Here, we took a comparative transcriptomic and metabolomic approach using *A. thaliana* (six accessions), *C. rubella*, *C. hirsuta*, and *E. salsugineum* in a unified experimental setup with multiple time points to address the evolution of flg22-triggered responses in plants.

## Results

### The tested Brassicaceae plants respond to the MAMP flg22

Based on our analysis using TIMETREE (see the “Methods” section), the Brassicaceae species *C. rubella*, *C. hirsuta*, and *E. salsugineum* diverged from *A. thaliana* ∼9, 17, and 26 million years ago (Mya), respectively (Figure 1, A). We first investigated whether flg22 treatment induces rapid phosphorylation of MPK3 and MPK6, a typical early event in PTI, in these four Brassicaceae plants. Although a previous report indicates that protein extracts from *C. hirsuta*, including those from the Oxford accession (Gan et al., 2016), do not bind to flg22 (implying that *C. hirsuta* does not sense flg22) (Vetter et al., 2012), we observed a clear phosphorylation of the MAPKs MPK3 and MPK6 upon flg22 treatment in all tested Brassicaceae plants, including the Oxford accession of *C. hirsuta*, which was absent in the *A. thaliana fls2* mutant (Figure 1, B). We also observed induction of the transcription factor (TF) gene *WRKY29*, a widely used immune marker in *A. thaliana* (Asai et al., 2002), in all tested species at 1, 9, and 24 h after flg22 application (Figure 1, C). Thus, all four tested Brassicaceae species sense flg22 to trigger typical early PTI responses, as observed in *A. thaliana*.

**Figure 1:**
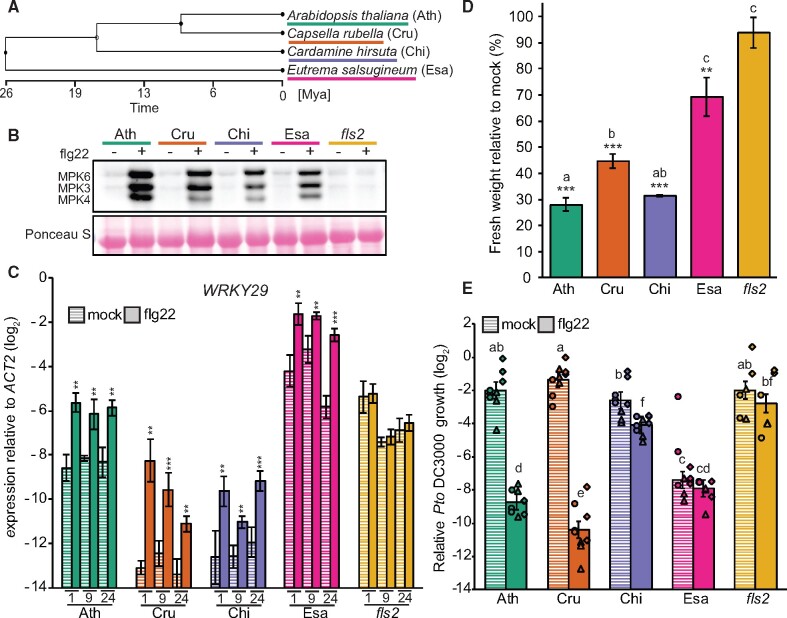
All tested Brassicaceae species sense flg22. A, Phylogenetic tree generated with TimeTree (www.timetree.org) indicating the evolutionary distances between the four Brassicaceae species used in this study. Ath, *A. thaliana* (Col-0); Cru, *C. rubella* (N22697); Chi, *C. hirsuta* (Oxford); Esa, *E. salsugineum* (Shandong). B, 12-day-old seedlings were treated with mock or 1 µM flg22 for 15 min, and MAPK phosphorylation was measured by immunoblotting using an antiP42/44 antibody. Ponceau staining is shown as a loading control. Experiments were repeated at least three times with similar results. C, Expression of *WRKY29* was determined by RT-qPCR at 1, 9, and 24 h after mock or 1 µM flg22 treatment of 12-day-old seedlings. Bars represent means and SEs of log_2_ expression levels relative to *ACTIN2* calculated from three independent experiments. Asterisks indicate significant difference from mock (mixed linear model followed by Student’s *t* test, ^**^P < 0.01; ^***^P  < 0.001). D, Seven-day-old seedlings were transferred into liquid medium containing mock or 1 µM flg22 for 12 days. The fresh weight of 12 pooled seedlings was measured. The bars represent means and SEs from three independent experiments. Relative fresh weight (%) of flg22-treated seedlings compared to mock seedlings is shown. Statistical analysis was performed with log_2_-transformed raw fresh weight values. Asterisks indicate significant flg22 effects in each genotype (mixed linear model followed by Student’s *t* test, ^**^P < 0.01; ^***^P < 0.001). Different letters indicate significant differences in flg22 effects between different genotypes (mixed linear model, adjusted *P* < 0.01). E, Five-week-old plants were syringe-infiltrated with 1 μM flg22 or mock 24 h prior to infiltration with *Pto* DC3000 (OD_600_ = 0.0002). The bacterial titer was determined 48 h after bacterial infiltration. The log_2_ ratio of copy numbers of a bacterial gene (*oprF*) and a plant gene (*ACTIN2*) was determined by qPCR and used to represent relative *Pto* DC3000 growth. Bars represent means and SEs from three independent experiments, each with three biological replicates from different inoculated plants (*n* = 9). The biological replicates from three independent experiments are represented by dots, triangles, and squares. Different letters indicate statistically significant differences (mixed linear model, adjusted *P* < 0.01).

PTI activation reduces plant growth, a late PTI response detectable days after MAMP perception, which is another common measure of PTI outputs in *A. thaliana* (Gómez-Gómez et al., 1999). With the exception of the *fls2* mutant, chronic flg22 exposure reduced seedling growth in all tested species, but the extent of flg22-triggered growth reduction varied and was significantly weaker in *E. salsugineum* compared with the other three species (Figure 1, D).

Another PTI output is enhanced pathogen resistance induced by pre-treating plants with a MAMP. For example, flg22 pre-treatment reduces proliferation of the foliar bacterial pathogen *Pseudomonas syringae* pv. *tomato* DC3000 (*Pto* DC3000) in *A. thaliana* leaves (Zipfel et al., 2004; Tsuda et al., 2008). We found that flg22 pre-treatment reduced bacterial proliferation in *A. thaliana* and *C. rubella* (Figure 1, E). In contrast, *Pto* DC3000 growth was only slightly reduced in *C. hirsuta* and was not altered in *E. salsugineum* by flg22 treatment (Figure 1, E). Thus, the robust induction of early PTI responses by flg22 observed in all tested Brassicaceae does not necessarily lead to heightened immunity against this bacterial pathogen (Figure 1, B and C). We noticed that the *Pto* DC3000 titer was much lower in *E. salsugineum* compared with the other species (Figure 1, E) and speculated that type III effector(s) from *Pto* DC3000 may be recognized in *E. salsugineum*, triggering ETI and masking the flg22-triggered PTI effect. However, flg22 pre-treatment followed by inoculation with a *Pto* DC3000 mutant strain lacking the functional type III secretion system (*Pto hrcC*) led to reduced bacterial growth in *A. thaliana* but not in *E. salsugineum* (Supplemental Figure S1). Thus, flg22 pre-treatment was ineffective against this bacterial pathogen in *E. salsugineum*. In summary, while flg22 triggers typical PTI responses in all tested Brassicaceae plants, the physiological consequences, such as plant growth inhibition and bacterial resistance, vary across species.

### Flg22 triggers extensive transcriptional reprogramming in all tested Brassicaceae species

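RNA was taken from seedlings 12 days old of *A. thaliana* Col-0, *C. rubella*, *C. hirsuta*, and *E. salsugineum* at 1, 9, and 24 h after treatment with mock or 1 μM flg22, a peptide of bacterial flagellin. Mock and flg22 seedlings were treated side by side in each of 3 independent experiments, which gave 18 libraries per species and 72 libraries in all. The libraries were made from polyadenylated RNA with strand information and sequenced as single reads of 100 bp. The authors mapped the reads with TopHat2 to the genome of each species, with TAIR10 as the *A. thaliana* genome, and counted the reads on each gene with HTSeq. The deposited values are these counts, in 1 table per species and without normalization.

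Between 19327936 and 36897285 reads per library were counted on genes. The median was 27524996 and the mean 27570931. The higher mean that the paper reports refers to sequenced reads. All values given here rest on the counts. The libraries held 21813097 to 35607867 counts in Col-0 (median 28081659), 20955880 to 31507853 in *C. rubella* (median 27566757), 22268601 to 36897285 in *C. hirsuta* (median 26720432), and 19327936 to 34665370 in *E. salsugineum* (median 26552466). Among the groups of 3 libraries, the lowest median was 24139936 counts, in *E. salsugineum* treated with flg22 for 1 h, and the highest was 30809097 counts, in mock-treated *E. salsugineum* at 9 h.

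Each species was analysed on its own. Genes with a mean of at least 10 counts per library were tested, library sizes were scaled by the TMM method, and flg22 was compared with mock at each time point by edgeR's quasi-likelihood test. All 18 libraries of a species entered 1 fit, with the experiment as a block, since the linear model of the paper has a replicate effect. A gene was called a DEG at a Benjamini-Hochberg adjusted *P*-value below 0.01 and an absolute log_2_ fold change above 1. The paper used the same filter and thresholds with limma-voom and *q*-values. With 3 replicates per group, leaving out 1 replicate changed several numbers of DEGs by more than 1.5 times. Such fits have fewer samples, which can by itself lower the number of calls.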

To study the evolution of transcriptomic changes during PTI responses, we generated RNA-sequencing (RNA-seq) data for early (1 h), intermediate (9 h), and late (24 h) transcriptome responses after flg22 or mock treatment of the four Brassicaceae species (Figure 2, A). In total, this dataset comprised 72 samples with 33.3 million 100-bp strand-specific reads per sample on average. The RNA-seq reads were mapped to their corresponding genomes, and normalized and log_2_-transformed count data were used for statistical analysis using a linear model (see the “Methods” section).

**Figure 2:**
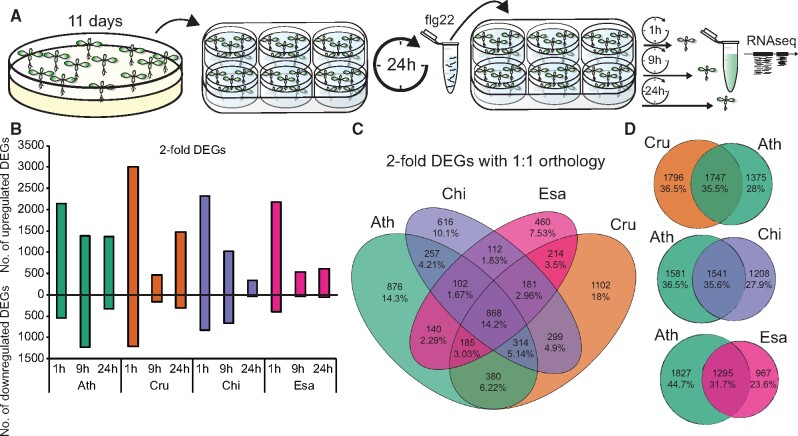
All tested Brassicaceae species trigger massive transcriptional reprogramming upon flg22 perception. A, Schematic representation of the experimental design. B, The number of DEGs (*q*-value <0.01 and |log_2_ fold change| >1) for up- or down-regulated genes was plotted at the indicated time points for each species. C, A Venn diagram showing the number of shared and specific DEGs between species. All DEGs that were differentially expressed at least at one time point in one species that showed 1:1 orthology were used. D, Venn diagrams showing the number of shared DEGs between *A. thaliana* and the indicated species. Ath, *A. thaliana* (Col-0); Cru, *C. rubella* (N22697); Chi, *C. hirsuta* (Oxford); Esa, *E. salsugineum* (Shandong).

We identified differentially expressed genes (DEGs) upon flg22 treatment compared with the mock samples based on an adjusted *P*-value ˂0.01 and a minimum fold-change of two for each species at each time point. 

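Over the 3 time points together, 3818 of the 20295 genes tested in *A. thaliana* were DEGs, 4350 of 19750 in *C. rubella*, 3599 of 20866 in *C. hirsuta*, and 2718 of 19834 in *E. salsugineum*. The number in *C. hirsuta* changed most when 1 replicate was left out. It was 1404 without replicate 2 and 1800 without replicate 3. Both lie below the number in *E. salsugineum* from all replicates, a fit with more samples, so the ranks are not compared on equal terms. In *A. thaliana*, 2250 genes passed the thresholds without replicate 1, whereas the numbers in *C. rubella* and *E. salsugineum* stayed within 1.5 times of the full number whichever replicate was left out.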

We observed massive transcriptional reprogramming in all species, with 4,349, 4,964, 4,038, and 2,861 DEGs in *A. thaliana* (Ath), *C. rubella* (Cru), *C. hirsuta* (Chi), and *E. salsugineum* (Esa), respectively (Figure 2, B). The number of upregulated genes at 1 h was comparable among species, while the number of downregulated genes at 1 h was more variable, with approximately three times as many downregulated genes in *C. rubella* as in *E. salsugineum*. 

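At 1 h, 1957 genes were upregulated in *A. thaliana*, 2723 in *C. rubella*, 2152 in *C. hirsuta*, and 2119 in *E. salsugineum*, so that the highest number was 1.39 times the lowest. Downregulated genes numbered 466 in *A. thaliana*, 1214 in *C. rubella*, 741 in *C. hirsuta*, and 339 in *E. salsugineum*, and the number in *C. rubella* was 3.58 times that in *E. salsugineum*. The numbers of downregulated genes changed in fits that left out 1 replicate, which have fewer samples. They were 176 in *A. thaliana* without replicate 1, 694 in *C. rubella* without replicate 2, 157 and 247 in *C. hirsuta* without replicates 2 and 3, and 203 in *E. salsugineum* without replicate 3. Of the numbers of upregulated genes, that of *C. hirsuta* moved by more than 1.5 times, to 1142 without replicate 2 and 1430 without replicate 3.

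Among the DEGs with a mean of at least 10 counts in both mock and flg22 libraries and the same direction in all 3 replicate pairs, *PP2-B13* (AT1G56240) rose most in *A. thaliana*, from 0.543 ± 0.198 to 230 ± 101 CPM (counts scaled to library size; mean ± SD, n = 3), with a log_2_ fold change of 8.70 (standard error 0.42, adjusted *P* = 8.13e-11, edgeR). Its neighbor *PP2-B14* (AT1G56250) encodes a related phloem protein, and reads could be split between the pair. *AGP22* (AT5G53250), which encodes an arabinogalactan protein, decreased most, from 17.9 ± 2.58 to 2.02 ± 0.57 CPM (log_2_ fold change −3.17, standard error 0.32, adjusted *P* = 6.11e-07, edgeR). For the other species the deposited tables give identifiers only. The strongest rise in *C. rubella* was that of Carubv10007551 (log_2_ fold change 9.33, standard error 0.84) and the strongest fall that of Carubv10013412 (−4.88, standard error 0.38). In *C. hirsuta*, CARHR189470, the listed ortholog of *WRKY30*, rose by 8.18 (standard error 1.15) and CARHR276520 changed by −3.52 (standard error 0.81), and the latter fell short of the adjusted *P*-value threshold when the replicate block was left out. In *E. salsugineum*, Thhalv10024794, the listed ortholog of AT4G18540, rose by 11.02 (standard error 0.67) from mock libraries with between 0 and 32 counts, and Thhalv10022065 changed by −2.65 (standard error 0.50).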

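At 9 h, 2246 genes were DEGs in *A. thaliana*, 449 in *C. rubella*, 1365 in *C. hirsuta*, and 521 in *E. salsugineum*. At 24 h the numbers were 1467, 1512, 284, and 611, respectively, and upregulated genes made up 83.8% of them in *A. thaliana*, 82.5% in *C. rubella*, 94.4% in *C. hirsuta*, and 92.0% in *E. salsugineum*. The low number in *C. rubella* at 9 h lay between higher numbers at 1 h (3937) and 24 h. Most of these numbers were lower in fits that left out 1 replicate, which have fewer samples. Without replicate 1, *A. thaliana* had 1067 DEGs at 9 h and 831 at 24 h. In *C. rubella*, 1 DEG was left at 9 h without replicate 2 and 94 without replicate 3, and the numbers at 24 h were 660 and 895. In *C. hirsuta* at 9 h, 244 DEGs were found without replicate 2 and 225 without replicate 3, and at 24 h the number was 86 without replicate 1, 26 without replicate 2, and 14 without replicate 3. In *E. salsugineum*, 197 DEGs at 9 h and 225 at 24 h were found without replicate 2, and 128 and 323 without replicate 3. *C. hirsuta* had the fewest DEGs at 24 h of the 4 species with all replicates and with any 1 replicate left out.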

Interestingly, the number of DEGs at later time-points differed markedly among these species: the expression of ∼2,000 genes was altered in *A. thaliana* and *C. rubella*, whereas only 300–500 genes were differentially regulated in *C. hirsuta* and *E. salsugineum* at 24 h after flg22 treatment (Figure 2, B).

To compare the expression changes of individual genes among species, we used Best Reciprocal BLAST to detect 1:1 orthologs between *A. thaliana* and the other Brassicaceae species. Subsequently, we only selected genes showing a 1:1 orthologous relationship between *A. thaliana* and each of the Brassicaceae species, resulting in a set of 17,856 orthologous genes (Supplemental Data Set S1). Of the 6,106 genes that were differentially expressed during at least one time point in at least one of the species, 868 DEGs (14.2%) were shared among all Brassicaceae species (Figure 2, C andSupplemental Figure S2, A–C). These 868 DEGs represent a core set of flg22-responsive genes in these Brassicaceae species, as their responses to flg22 were maintained over 26 million years of evolution. 

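The 868 genes of Supplemental Data Set S2 were looked up in the counts of each species. As the authors chose them on these libraries, the calls are not independent evidence. Of the 868 genes, 848 were DEGs at 1 or more time points in *A. thaliana*, 847 in *C. rubella*, 838 in *C. hirsuta*, and 856 in *E. salsugineum*. DEGs in all 4 species numbered 800, while 55 genes were called in 3 species, 11 in 2, and 2 in 1. At 1 h alone, 719 of the genes were DEGs in all 4 species. Leaving out replicate 2 lowered the number called in *C. hirsuta* to 540, the number called in all 4 species to 473, and that at 1 h to 450, and without replicate 3 the number called in all 4 species was 530. The number of DEGs among all 1:1 orthologs was not counted, because 1709 of the 17856 orthologs of Supplemental Data Set S1 were at hand, which are the first genes of chromosome 1 in its sorted order. From the sharing of these DEGs by all 4 species, the paper reasons that they form a core set of flg22-responsive genes whose response was maintained while the species diverged.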

We also found that a substantial number of DEGs were species-specific (Figure 2, C). The specific up- or down-regulation of 460–1,102 DEGs suggests substantial diversification of flg22-triggered transcriptional responses during Brassicaceae evolution. Comparisons between *A. thaliana* and each of the species revealed that approximately one-third of flg22-induced transcriptional changes (35.5% with *C. rubella*, 35.6% with *C. hirsuta*, and 31.7% with *E. salsugineum*) were shared between *A. thaliana* and each of the respective species (Figure 2, D). Taken together, flg22 triggers overlapping but distinct, massive transcriptional reprogramming in these Brassicaceae species.

The interpretation of comparative transcriptomics data in its current form is limited to orthologous genes. However, a portion of the transcriptomes that do not show 1:1 orthology may include genes that had uniquely emerged in certain species due to gene duplication events and functional innovations that could potentially contribute to or even drive modifications in the transcriptome landscape. To address this notion, we compared the fraction of DEGs and the magnitude of expression changes between 1:1 orthologs and non 1:1 orthologs. We found that the fraction of DEGs between the two groups was similar. A slightly higher proportion of genes that were responsive to flg22 treatment at 1 h were 1:1 orthologs, and there were no profound differences among these Brassicaceae species (Supplemental Figure S2, D). Also, the magnitude of expression changes between 1:1 orthologs and non 1:1 orthologs was similar (Supplemental Figure S2, E). Therefore, we focused on 1:1 orthologs for further analysis, as our major aim was to compare gene expression variation among these Brassicaceae species.

### Conserved flg22-responsive genes during Brassicaceae evolution

Next, we examined the expression dynamics of the 868 shared DEGs (Figure 3, A andSupplemental Data Set S2). These shared DEGs exhibit similar expression patterns among all four species: genes induced in one species were also induced in the other species. 

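The log_2_ fold change of 849 of the 868 genes had 1 direction in all 4 species at 1 h, with 813 genes higher and 36 lower after flg22 treatment. At 9 h this held for 680 genes (649 higher, 31 lower) and at 24 h for 729 genes (697 higher, 32 lower). Across the 868 genes, the fold changes of 2 species correlated with Pearson's *r* of 0.74 to 0.76 at 1 h, 0.55 to 0.67 at 9 h, and 0.53 to 0.73 at 24 h over the 6 pairs of species. Spearman's rho was 0.65 to 0.71, 0.52 to 0.65, and 0.54 to 0.71, respectively. These 18 correlations are across genes, which are not independent replicates.

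The mean log_2_ fold change of the list was computed with genes whose mock libraries all held at most 3 counts at their lower bound, and its error is the SD over the 3 replicate pairs. At 1 h it was 2.38 ± 0.17 in *A. thaliana*, 3.31 ± 0.31 in *C. rubella*, 2.50 ± 0.12 in *C. hirsuta*, and 2.68 ± 0.37 in *E. salsugineum*. At 9 h the means were 1.39 ± 0.20, 0.73 ± 0.28, 1.16 ± 0.26, and 0.93 ± 0.21, and at 24 h 1.39 ± 0.19, 1.63 ± 0.12, 0.89 ± 0.49, and 0.87 ± 0.16. The means of *C. hirsuta* and *E. salsugineum* at 24 h differed by less than the SD between replicate pairs.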

Comparisons with publicly available datasets revealed that these shared genes are commonly responsive to MAMPs (flg22 and elf18) and damage-associated molecular patterns (oligogalacturonides [OGs] and Pep2) in *A. thaliana* (Figure 3, A). Many well-known genes involved in different aspects of plant immunity were among the conserved flg22-responsive genes, such as genes involved in MAMP perception (*CERK1*, *BAK1*, *BIK1*, and *SOBIR1*), reactive oxygen species production (*RBOHD*), MAPK cascades (*MKK4* and *MPK3*), salicylic acid (SA) signaling (*CBP60G*, *NPR1*, and *NPR3*), and immune-related TFs (*WRKY13/33/40/62*, *ERF6/104*, and *MYB51/122*) (Figure 3, B). In addition, a large number of genes, i.e. ∼50% of the top 25 induced genes, whose high induction by flg22 was conserved among all tested Brassicaceae, were either functionally unannotated or were not previously associated with immunity (Figure 3, B; red boxes). Thus, many genes with potentially important and conserved functions in plant immunity remain to be characterized. 

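At 1 h, 14 of the genes named here were upregulated DEGs in all 4 species. *CERK1* (AT3G21630) rose in Col-0 from 29.6 ± 3.05 to 187 ± 28.4 CPM (mean ± SD, n = 3), with a log_2_ fold change of 2.65 (standard error 0.21, adjusted *P* = 2.01e-08, edgeR), and its log_2_ fold changes over the 4 species ranged from 2.26 to 2.68. The ranges were 1.30 to 2.65 for *BAK1*, 2.62 to 3.90 for *BIK1*, and 2.98 to 3.11 for *SOBIR1*. *RBOHD* rose by 2.82 to 3.56, *MKK4* by 1.19 to 3.99, and *MPK3* by 1.45 to 2.38. For *NPR1* the range was 1.02 to 1.82 and for *NPR3* 1.41 to 2.25, though *NPR3* in *C. rubella* fell short of the adjusted *P*-value threshold without the replicate block. Among the transcription factor genes, *WRKY33* rose by 3.58 to 5.25, *WRKY40* by 4.57 to 6.89, *ERF6* by 2.84 to 6.89, *MYB51* by 2.23 to 6.78, and *MYB122* by 2.06 to 5.70.

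*WRKY62* (AT5G01900) was a DEG at 1 h in *C. rubella*, *C. hirsuta*, and *E. salsugineum*, and in *A. thaliana* only at 24 h (log_2_ fold change 2.96, standard error 0.69, adjusted *P* = 0.00535, edgeR). *CBP60G* (AT5G26920) rose by 3.49 in *A. thaliana*, 3.03 in *C. rubella*, and 2.27 in *C. hirsuta* at 1 h. In *E. salsugineum* its log_2_ fold change was 0.92 (standard error 0.35, adjusted *P* = 0.0509, edgeR), higher after flg22 in 3 of 3 pairs, and it was no DEG there at any of the 3 time points. *ERF104* (AT5G61600) was a DEG at 24 h in *A. thaliana*, at 1 and 24 h in *C. rubella*, and at 9 h in *E. salsugineum*. In *C. hirsuta* its log_2_ fold change was 1.10 at 1 h (standard error 0.32, adjusted *P* = 0.0148, edgeR), higher in 3 of 3 pairs, and no time point passed the threshold. *WRKY13* (AT4G39410) is not among the 868 listed genes. Its libraries in Col-0 held at most 35 counts, and at 1 h its log_2_ fold change was −0.63 (standard error 0.69, adjusted *P* = 0.491, edgeR).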

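All 25 genes were upregulated DEGs at 1 h in each of the 4 species, which gives 100 values. In 29 of these the mock libraries all held at most 3 counts, so that the fold change is a lower bound set by that floor. With these values at their bound, the log_2_ fold changes ranged from 2.38 to 11.22, with a median of 6.55. *PER4* (AT1G14540), a peroxidase gene, rose by 6.86 to 9.03 on the log_2_ scale, *PROPEP3* (AT5G64905) by 6.79 to 10.55, and *WRKY30* (AT5G24110) by 8.18 to 10.01. AT3G02840, to which the annotation gives no symbol, rose by 6.33 to 9.56, and AT1G36622, likewise without a symbol, by 5.39 to 6.36. The smallest of the 100 values was that of AT4G28420 in 1 species, a log_2_ fold change of 2.38 against 7.26 in the species with its highest value.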

Taken together, our data define a core set of genes with conserved flg22 responsiveness over 26 million years of Brassicaceae evolution, suggesting that the regulation of these genes might be broadly relevant for plant–bacterial interactions.

**Figure 3:**
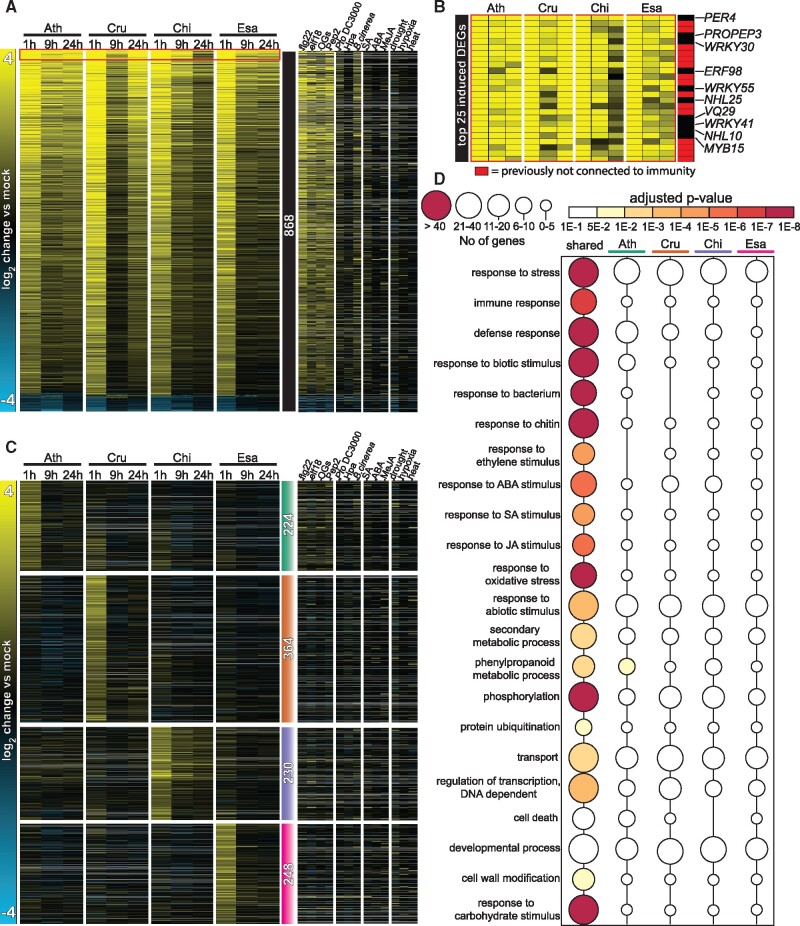
Conserved yet distinct transcriptomic responses to flg22 in Brassicaceae species. A, Heatmap of 868 DEGs shared among the four tested Brassicaceae species (see Figure 2, C) sorted by mean expression values. The heatmap on the right displays expression changes of the 868 DEGs under the indicated stress conditions in publicly available *A. thaliana* datasets (Genevestigator). Ath, *A. thaliana* (Col-0); Cru, *C. rubella* (N22697); Chi, *C. hirsuta* (Oxford); Esa, *E. salsugineum* (Shandong). See Supplemental Data Set S2 for a list of individual genes. B, Heatmap of top 25 flg22-induced genes based on the mean induction of all samples. Red indicates DEGs that previously have not been implicated in plant immunity. C, All 6,106 DEGs were clustered by *k*-means (*k* = 15), and four clusters exhibiting species-specific expression signatures are shown (see Supplemental Data Set S3). Colored bars with the number of genes indicate Ath- (green), Cru- (orange), Chi- (purple), and Esa- (magenta) specific clusters. The heatmap on the right displays expression changes of these genes under the indicated stress conditions in publicly available *A. thaliana* datasets (Genevestigator). See Supplemental Data Set S3 for a list of individual genes. D, Enrichment of selected GO terms among common DEGs and species-specific expression clusters (generated with BinGO). Circle sizes indicate the number of genes within each GO term and the color of the circle indicates the adjusted *P*-values for the enrichment of the respective GO terms. See Supplemental Data Set S4 for the full GO terms.

### Differences in flg22-triggered transcriptomic responses among Brassicaceae species

While in general, a similar number of genes were differentially expressed after flg22 treatment in the tested Brassicaceae plants, there were substantial differences in temporal dynamics. For instance, transcriptional reprogramming was more transient in *E. salsugineum* compared with *A. thaliana*, and *C. rubella* showed a peculiar pattern characterized by a decrease in the number of DEGs at 9 h and an increase at 24 h (Supplemental Figure S3, A). 

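The genes upregulated at 1 h were followed to the later time points in each species, over all genes of the species and not only orthologs. Of the 1957 such genes in *A. thaliana*, 46.6% were also upregulated DEGs at 9 h and 51.2% at 24 h. In *E. salsugineum* the shares were 18.9% and 18.8% of 2119 genes. In *C. rubella* the share was 9.95% of 2723 genes at 9 h and 39.4% at 24 h, and in *C. hirsuta* it was 26.9% and 8.83% of 2152 genes (1142 without replicate 2 and 1430 without replicate 3). Several of these shares were lower in fits that left out 1 replicate, which have fewer samples. In *C. rubella* the share at 9 h was 0.0404% without replicate 2 and 2.54% without replicate 3, and that at 24 h was 22.4% without replicate 2. *C. hirsuta* had 11.9% at 9 h without replicate 2 and 6.29% without replicate 3, and at 24 h 3.15%, 2.01%, and 0.699% without replicates 1, 2, and 3. For *E. salsugineum* the shares were 8.45% at 9 h and 8.96% at 24 h without replicate 2, and 5.77% at 9 h without replicate 3.

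Median log_2_ fold changes of the same genes depend less on significance calls. They were 1.01 ± 0.19 at 9 h and 1.13 ± 0.21 at 24 h in *A. thaliana* (SD over 3 replicate pairs), and 0.50 ± 0.11 and 0.44 ± 0.13 in *E. salsugineum*. All 3 pairs of *A. thaliana* lay above all 3 pairs of *E. salsugineum* at both time points. In *C. rubella* the median was 0.33 ± 0.13 at 9 h and 0.93 ± 0.11 at 24 h, and the 3 pairs at 9 h (0.20 to 0.45) lay below the 3 pairs at 24 h (0.82 to 1.03). With 3 pairs against 3, an exact permutation test cannot give less than 0.1. The median in *C. hirsuta* was 0.85 ± 0.18 at 9 h and 0.73 ± 0.49 at 24 h, where the pairs ranged from 0.22 to 1.19. Setting genes with at most 3 counts in all mock libraries to their lower bound moved no median by more than 0.01.

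**Figure D1:**
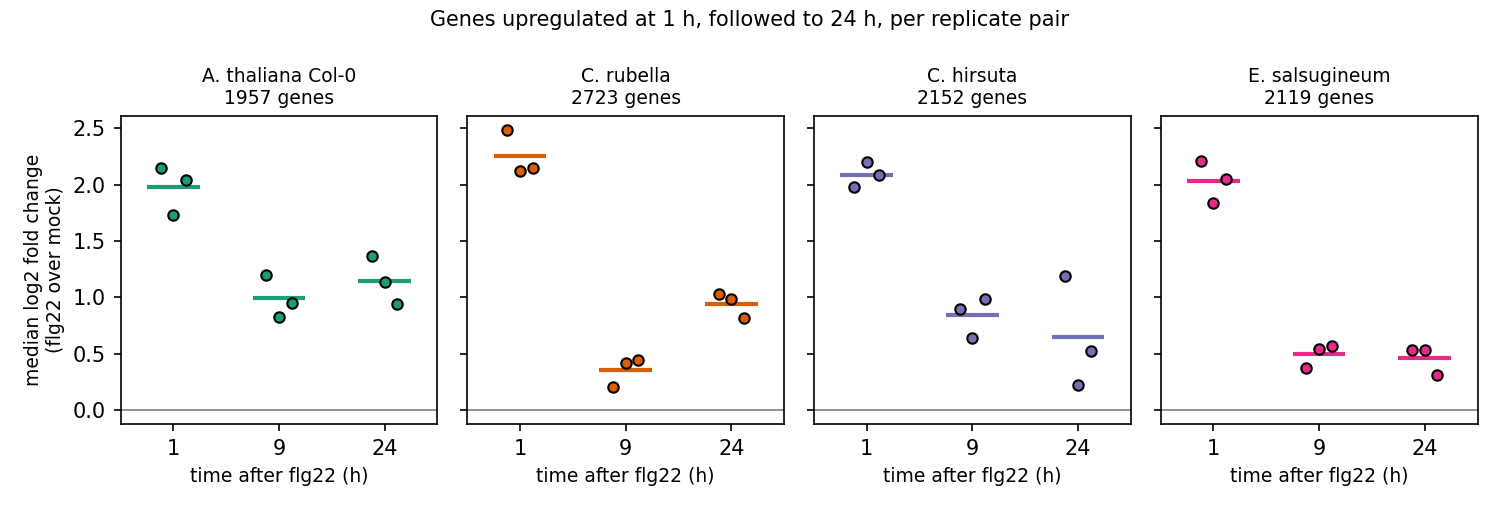
Median log2 fold change (flg22 over mock) of the genes upregulated at 1 h in each species, at 1, 9, and 24 h after treatment. Each point is 1 replicate pair and each line the mean of the 3 pairs. At 9 h the 3 pairs of C. rubella lie between 0.20 and 0.45, below its pairs at 24 h.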

Rapid and sustained transcriptional responses were previously associated with effective bacterial resistance (Lu et al., 2009; Tsuda et al., 2013; Mine et al., 2018). Thus, the lack of flg22-triggered growth restriction of *Pto* DC3000 in *E. salsugineum* (Figure 1, E andSupplemental Figure S1) might be explained by the transient nature of the transcriptional response in this species. To gain insights into the biological processes associated with this expression pattern, we extracted genes that were induced at 1 h in both *A. thaliana* and *E. salsugineum* and were induced at 24 h in *A. thaliana* but not in *E. salsugineum* (Supplemental Figure S3, B). By investigating publicly available gene expression datasets, we found that most of these genes were induced by SA in *A. thaliana* (Supplemental Figure S3, C). Consistent with this analysis, flg22 treatment increased SA levels in *A. thaliana* but not in *E. salsugineum* (Supplemental Figure S3, D). These results suggest that activated SA signaling is responsible for sustained transcriptional reprogramming in *A. thaliana*. However, flg22-induced transcriptome responses were comparable between wild-type *A. thaliana* Col-0 and a mutant in *SID2*, an SA biosynthesis gene responsible for increased SA accumulation in response to flg22 (Supplemental Figure S3, E–H; Hillmer et al., 2017). Thus, SA accumulation alone does not explain the distinct temporal dynamics of transcriptional reprogramming in these Brassicaceae plants.

A considerable number of genes were only differentially expressed in one of the Brassicaceae species (Figure 2, C). To understand the degree of specificity in gene expression patterns in these Brassicaceae plants, we clustered and visualized the expression changes of all 6,106 DEGs (Supplemental Figure S4). This analysis revealed that although most of the DEGs showed similar expression patterns, four gene clusters exhibited species-specific signatures (Figure 3, C, Supplemental Figure S4, and Supplemental Data Set S3). These four clusters contained 1,086 genes, representing ∼18% of all DEGs. 

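Supplemental Data Set S3, of which 1066 genes were at hand against the 1086 the paper gives, assigns 224 genes to the *A. thaliana* cluster, 364 to that of *C. rubella*, 230 to that of *C. hirsuta*, and 248 to that of *E. salsugineum*. The genes were chosen on these libraries, so their fold changes are described without a test. Genes whose libraries of 1 treatment all held at most 3 counts were set to their lower bound. At 1 h, the mean log_2_ fold change of the *A. thaliana* cluster was 1.30 ± 0.29 in *A. thaliana* (SD over 3 replicate pairs), 0.39 in *C. rubella*, 0.34 in *C. hirsuta*, and 0.15 in *E. salsugineum*. The *C. rubella* cluster had a mean of 1.46 ± 0.12 in *C. rubella* and 0.01 to 0.14 in the other species. In the *C. hirsuta* cluster the mean was 1.67 ± 0.11 in *C. hirsuta* and 0.20 to 0.37 elsewhere. The *E. salsugineum* cluster had a mean of 1.73 ± 0.02 in *E. salsugineum* and 0.07 to 0.10 elsewhere. In each cluster the difference between its own species and the others was more than 3 times the SD over replicate pairs.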

Although gene ontology (GO) term analysis of the shared DEGs revealed a strong enrichment of defense-associated biological processes including immune/defense response, response to bacterium, and response to ethylene/SA/JA stimulus, there was almost a complete lack of GO term enrichment within the four gene clusters showing species-specific expression signatures (Figure 3, D andSupplemental Data Set S4). Perhaps genes showing species-specific patterns may be involved in a collection of biological processes, or perhaps GO analysis is inherently biased toward functional validation and association in *A. thaliana*.

### Transcriptomic responses to flg22 are highly conserved among genetically and geographically diverse *A. thaliana* accessions

The observed differences in gene expression patterns point to diversification processes that might have occurred along the evolutionary trajectory of Brassicaceae plants. Alternatively, such variation in transcriptome responses can arise within a single species. To address this question, we analyzed the variation in flg22 responses among *A. thaliana* accessions. First, we tested the responsiveness of 24 *A. thaliana* accessions to flg22 using a MAPK phosphorylation assay. Flg22 treatment-induced MAPK phosphorylation in all accessions except Cvi-0, which lacks a functional FLS2 receptor, therefore representing a natural negative control (Dunning et al., 2007; Figure 4, A). To avoid underestimating the diversity in flg22 responses within *A. thaliana*, we selected 12 out of the 24 accessions that belong to distinct genetic groups (based on admixture groups from 1001genomes.org) and are geographically distributed over the United States, Europe, and Asia (Figure 4, B). We found that the expression of the early immune marker gene *PROPEP3* was induced in all 12 accessions at 1 h after flg22 treatment (Figure 4, C). 

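Mock- and flg22-treated seedlings of the accessions No-0, Kon, Kn-0, Gy-0, and Can-0 were compared at 1 h in 3 independent experiments, which gave 6 libraries per accession and 30 in all. These libraries were sequenced as single reads of 150 bp on another instrument model than the Col-0 libraries, which had reads of 100 bp. The authors deposited 1 table of HTSeq counts per accession. The paper describes mapping to the Col-0 reference as well as to genomes corrected for the SNPs of each accession, and its text does not name the mapping behind the deposited counts. The genes of all tables carry *A. thaliana* identifiers.

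Reads counted on genes ranged from 14039779 to 28168094 per library, with a median of 19742462, fewer than in the species libraries. The ranges were 14039779 to 21340683 in Can-0 (median 19481184), 19367153 to 28168094 in Gy-0 (median 20659887), 18888908 to 20632258 in Kn-0 (median 19784625), 17658278 to 20377569 in Kon (median 19926512), and 15578601 to 21309717 in No-0 (median 19678956). Each accession was fitted on its own 6 libraries with the model and thresholds used for the species. All genes of a table with a mean of at least 10 counts were tested, rather than the orthologs alone, because the ortholog list was only partly at hand.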

We generated and analyzed the transcriptomes of five of these 12 accessions at 1 h after flg22 or mock treatment using RNA-seq. Importantly, these accessions were collected from geographically distant regions, were genetically diverse, and showed variable growth phenotypes (Figure 4, B and D). We mapped the RNA-seq reads to the *A. thaliana* Col-0 reference genome and used the same set of 17,856 1:1 orthologous genes that we used in the comparison between Brassicaceae species to avoid overestimating conservation attributable to the larger number of shared genes among *A. thaliana* accessions.

**Figure 4:**
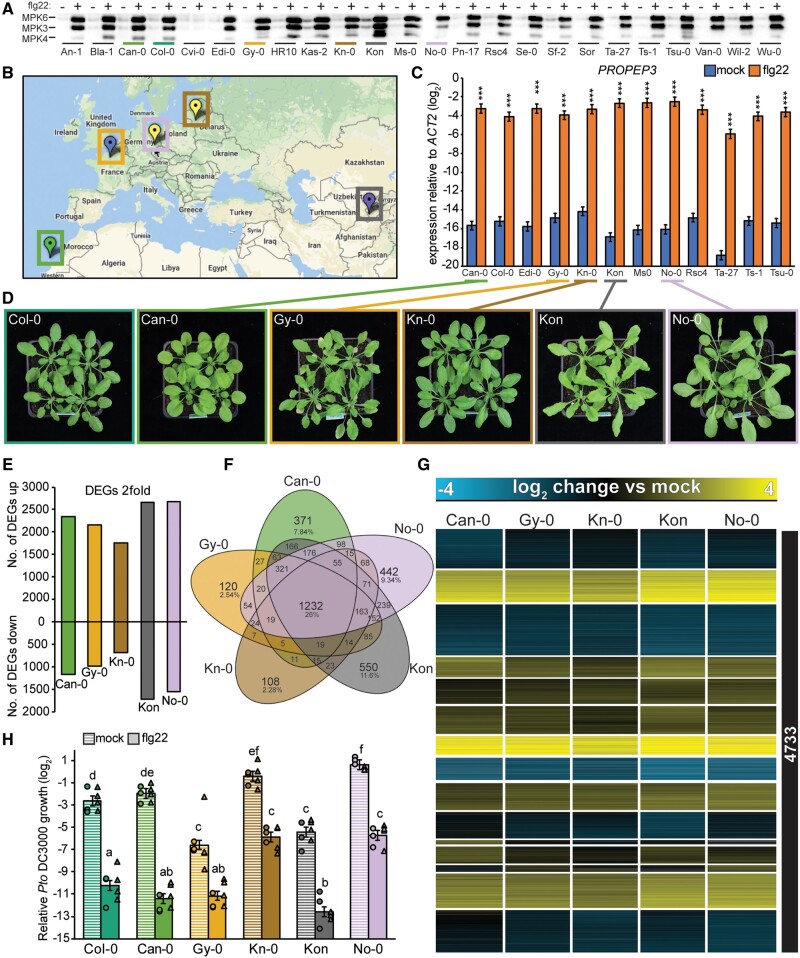
Flg22-triggered transcriptional responses show a high degree of conservation among *A. thaliana* accessions with diverse genetic backgrounds. A, Twelve-day-old seedlings were treated with mock or 1 µM flg22 for 15 min, and MAPK phosphorylation was measured in the indicated *A. thaliana* accessions by immunoblotting using an anti-p42/44 antibody. B, Geographic origins of the five accessions chosen for RNA-seq analysis are shown on the map created at 1001genomes.org. The colors of the markers indicate different genetic groups determined by The 1001 Genomes Consortium (1001 Genomes Consortium, 2016). C, Twelve-day-old *A. thaliana* seedlings were treated with mock or 1 μM flg22 for 1 h, and expression of *PROPEP3* was determined by RT-qPCR. The accessions highlighted in color were used for the RNA-seq experiments. Bars represent means and SEs of log_2_ expression levels relative to *ACTIN2* from three independent experiments. Asterisks indicate significant differences of flg22 compared with mock samples (Student’s *t* test, ^***^P < 0.001). D, Representative photographs of the 4-week-old *A. thaliana* accessions chosen for RNA-seq. E–G, 12-day-old *A. thaliana* seedlings were treated with mock or 1 μM flg22 for 1 h and extracted RNA was subjected to RNA-seq. The analysis was limited to the list of 17,856 genes showing 1:1 orthology in all tested Brassicaceae species to directly compare inter- and intra-species variation in transcriptome responses. DEGs were defined using the following criteria: q-value <0.01 and |log_2_ fold change| >1. E, Bars represent the number of up- or down-regulated DEGs in each *A. thaliana* accession. F, A Venn diagram showing the number of shared and specific DEGs in *A. thaliana* accessions. G, Heatmap of DEGs in at least one accession clustered by k-means (*k* = 15). Log_2_ expression changes compared with mock are shown. See Supplemental Data Set S5 for a list of individual genes. H, Five-week-old plants were syringe-infiltrated with mock or 1 μM flg22 24 h prior to infiltration with *Pto* DC3000 (OD_600_ = 0.0002). The log_2_ ratio of copy numbers of a bacterial gene (*oprF*) and a plant gene (*ACTIN2*) was determined by qPCR and used to represent relative *Pto* DC3000 growth. Bars represent means and SEs from two independent experiments each with three biological replicates (*n* = 6). The biological replicates from two independent experiments are represented by dots and triangles. Different letters indicate significant differences (mixed linear model, adjusted *P* < 0.01).

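After 1 h of flg22 treatment, 3214 genes were DEGs in Can-0 (2206 upregulated and 1008 downregulated), 2940 in Gy-0 (2081 and 859), 1825 in Kn-0 (1499 and 326), 4003 in Kon (2537 and 1466), and 4021 in No-0 (2639 and 1382). The order of Kon and No-0 depended on the test, since limma-voom with *q*-values called 4372 DEGs in Kon and 4197 in No-0. Kn-0 had the fewest DEGs, but its rank changed in 2 of the settings run. Its number rose to 3230 without replicate 3, with 1417 downregulated genes, above Can-0 (2176) and Gy-0 (3058), while without replicate 1 or 2 it was 1883 or 2000. In Can-0 the number of downregulated genes was 649 without replicate 2 and 411 without replicate 3. Without the replicate block, fewer DEGs were found in Can-0 (1254), Gy-0 (1443), and Kon (2570), and Kn-0 (1714) then had more than Can-0 and Gy-0. The numbers of downregulated genes without the block were 98 in Can-0, 160 in Gy-0, 272 in Kn-0, 596 in Kon, and 612 in No-0.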

The transcriptome responses of the selected *A. thaliana* accessions to 1 h-flg22 treatment were similar in magnitude to those of other Brassicaceae species and the *A. thaliana* Col-0 accession (4,964–2,861 DEGs), ranging from 4,372 (Kon) to 2,443 (Kn-0) DEGs (Figure 4, E). However, the overlap of DEGs among the five *A. thaliana* accessions was greater than that of the four Brassicaceae species, as 1,232 DEGs (26% of the total) were shared among these five accessions, while 764 DEGs (15.7% of the total at 1 h) were shared among the four Brassicaceae species (Figure 4, F andSupplemental Figure S2). 

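Among the 18552 genes tested in all 5 accessions, 5321 were DEGs in at least 1 accession, and 1357 of these (25.5%) were DEGs in all 5. A further 823 were called in 4 accessions, 638 in 3, 837 in 2, and 1666 in 1. Of the shared DEGs, 1189 were upregulated, and all 1357 had the same direction in the 5 accessions. The shared number was 805 of 3316 without the replicate block. The overlap covers all genes of the tables, whereas the study counted orthologs only.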

Consistent with these findings, the expression patterns of all 4,733 DEGs (differentially expressed in at least one accession) were highly conserved among the five accessions, and we did not find accession-specific expression clusters with the same clustering threshold used in the interspecies comparisons (Figure 4, G andSupplemental Data Set S5). 

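Of the 5321 genes called in at least 1 accession, 4836 (90.9%) changed in 1 direction in all 5 accessions, whether or not each change passed the thresholds. In 8 cases a gene was called upregulated in 1 accession and downregulated in another. Across these genes, the fitted log_2_ fold changes of any 2 accessions correlated with Pearson's *r* between 0.89 and 0.96 over the 10 pairs. The correlations are across genes, which are not independent replicates. Each accession had its own mock libraries, so no control is shared between the correlated values.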

Mapping the RNA-seq reads to the Col-0 reference genome could potentially bias the analysis toward similar expression patterns among *A. thaliana* accessions. To test for this possibility, we generated SNP-corrected genomes for each accession and re-mapped the RNA-seq reads from *A. thaliana* accessions to their own genomes. These two mapping procedures yielded comparable results (Supplemental Figure S5). Therefore, we used the initial mapping procedure to the Col-0 reference genome for the following analyses.

We speculated that the high similarity in flg22-induced transcriptional reprogramming observed in the *A. thaliana* accessions would lead to similar effects on flg22-triggered immunity against *Pto* DC3000. Indeed, flg22 significantly reduced *Pto* DC3000 titers in all accessions, although the bacterial growth under mock conditions differed among accessions, with lower bacterial titers in Gy-0 and Kon and higher titers in No-0 compared with Col-0 (Figure 4, H). Taken together, these results indicate that the within-species variation of early flg22-induced gene expression changes is smaller than the between-species variation, despite the wide global distribution of *A. thaliana*.

### Inter-species variation in transcriptome responses to flg22 exceeds intra-species variation and is incongruent with the phylogeny

To directly compare variation in transcriptome responses to flg22 across the Brassicaceae species and within *A. thaliana*, we re-analyzed the data from all 1 h samples together. We normalized the data, identified the DEGs, and clustered the log_2_ expression changes of all 5,961 DEGs together. Similar to the previous analyses, the heatmap revealed gene clusters with species-specific signatures for each species but not a single gene cluster with *A. thaliana* accession-specific signatures (Figure 5, A and B andSupplemental Data Set S6). 

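Supplemental Data Set S6 was at hand for 1997 of the 5961 DEGs, and the genes at hand cover 3 of the species-specific clusters. The fold changes below come from the fits of each species or accession and are described without a test, since the clusters were chosen on these libraries. In the *A. thaliana* cluster (415 genes), the mean log_2_ fold change at 1 h was 0.63 ± 0.09 in Col-0 (SD over 3 replicate pairs), 0.82 ± 0.09 in Can-0, 0.80 ± 0.09 in Gy-0, 0.64 ± 0.06 in Kn-0, 1.07 ± 0.06 in Kon, and 1.10 ± 0.02 in No-0, against 0.01 to 0.10 in the other 3 species. In the *C. rubella* cluster (287 genes) the mean was 1.49 ± 0.19 in *C. rubella*, 0.18 in *C. hirsuta*, 0.16 in *E. salsugineum*, and −0.04 to 0.08 in the 6 *A. thaliana* accessions. The cluster of genes induced outside *A. thaliana* (127 genes) had means of 3.44 in *C. rubella*, 1.52 in *C. hirsuta*, and 1.71 in *E. salsugineum* with genes below the count floor at their bound, and 0.46 to 0.66 in *A. thaliana* accessions.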

Wrongly assigned orthologous pairs could lead to spurious identification of species-specific expression patterns. Defining true orthologous genes between different species is challenging, especially for gene families with many homologous genes. We reasoned that if the identification of genes with species-specific expression signatures resulted from the incorrect assignment of orthologs, the species-specific gene clusters should be associated with larger gene families compared with other gene clusters. However, we did not observe such a relationship (Supplemental Figure S6, A). Therefore, the incorrect assignment of orthologous gene pairs unlikely explains the majority of the species-specific gene expression patterns. Another possibility is that distinct expression changes for genes showing species-specific patterns might be caused by differences in the basal expression level (in mock) among different Brassicaceae plants. Nevertheless, we did not find any consistent patterns in the basal expression levels of genes that would explain species-specific induction by flg22 (Supplemental Figure S6, B). Thus, inter-species variation in transcriptome responses to flg22 among the selected Brassicaceae species clearly exceeds intra-species variation among *A. thaliana* accessions.

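In the mock libraries at 1 h, the *A. thaliana* cluster at hand had a mean of 3.31 log_2_ CPM in Col-0 and of 3.03 to 3.35 in the other 5 accessions, and of 3.46 in *C. rubella*, 3.41 in *C. hirsuta*, and 3.58 in *E. salsugineum*. The *C. rubella* cluster had a mean of 2.92 in *C. rubella*, 3.38 in *C. hirsuta*, 3.34 in *E. salsugineum*, and 2.89 to 3.19 in the *A. thaliana* accessions, so the level in *C. rubella* fell inside the range of accessions without a response. In the cluster induced outside *A. thaliana*, the means were 1.33 in *C. rubella*, 1.78 in *C. hirsuta*, and 2.18 in *E. salsugineum*, against 2.11 to 2.64 in *A. thaliana*. These means cover the genes that the filter on mean counts kept in each genotype, so the genes differ between genotypes. Over all listed genes, a set chosen after seeing the data, the *A. thaliana* cluster had means of 2.70 to 3.09 in the 6 accessions, and *C. hirsuta* (2.94) fell within this range, as did *C. rubella* (3.08), with 3.28 in *E. salsugineum*. The *C. rubella* cluster then had a mean of 2.62 in *C. rubella* and of 2.36 to 2.82 in the accessions. The cluster induced outside *A. thaliana* had means of 1.06 in *C. rubella*, 1.14 in *C. hirsuta*, and 1.55 in *E. salsugineum*, against 1.36 to 1.73 in *A. thaliana*. A further set, the genes kept in every genotype, was also chosen after seeing the data. In the cluster induced outside *A. thaliana*, the accessions then had means of 2.75 to 3.20. *C. rubella* (1.99), *C. hirsuta* (2.22), and *E. salsugineum* (2.66) lay below this range. In the *A. thaliana* cluster the accessions had 3.22 to 3.63, with *C. hirsuta* (3.61) inside and *C. rubella* (3.68) and *E. salsugineum* (3.82) above. The *C. rubella* cluster had a mean of 3.21 in *C. rubella* and of 3.12 to 3.61 in the accessions. The tables were normalized separately, so these levels compare each genotype's share of its own counts and were not tested across genotypes.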

**Figure 5:**
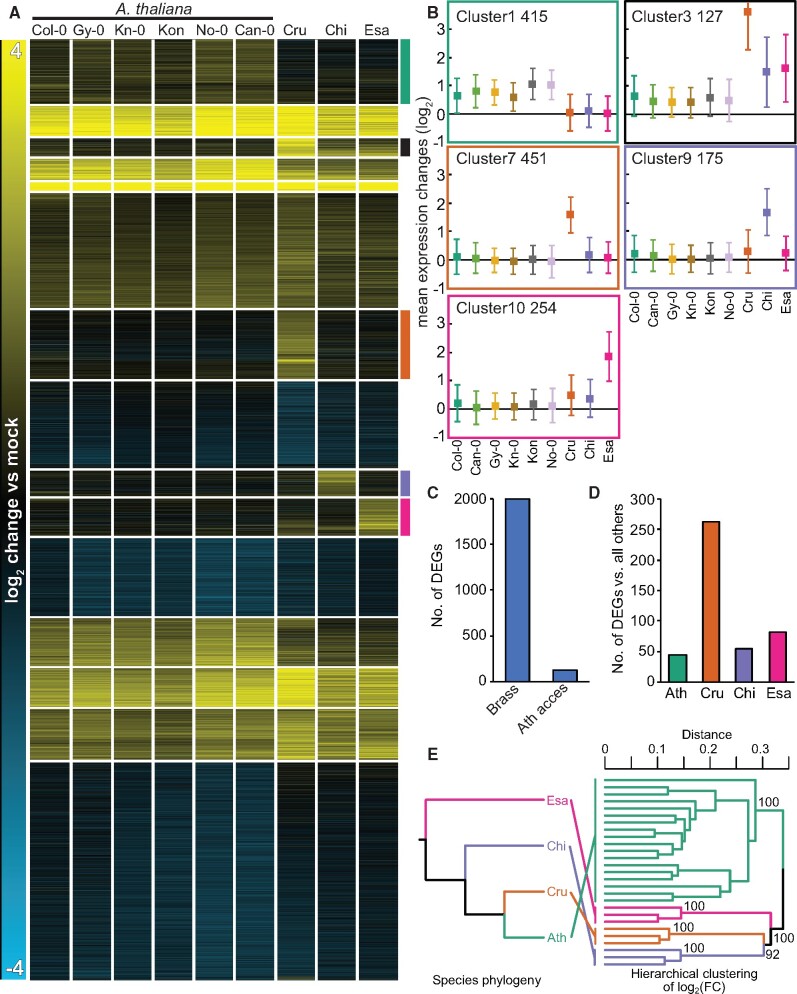
Inter-species variation exceeds intra-species variation in transcriptome responses to flg22 and is incongruent with the phylogeny. A, Log_2_ expression changes of all 5,961 DEGs 1 h after 1 μM flg22 treatment were clustered using *k*-mean clustering (*k* = 15). 1:1 orthologous genes that are differentially expressed (*q*-value <0.01; |log_2_ fold change| >1) in at least one species or accession were used. Species-specific expression clusters are highlighted by colored bars on the right side of the heatmap (Ath (green), non-Ath (black), Cru (orange) Chi (purple), Esa (magenta)). Cru, *C. rubella* (N22697); Chi, *C. hirsuta* (Oxford); Esa, *E. salsugineum* (Shandong). See Supplemental Data Set S6 for a list of individual genes. B, Mean expression changes ± SD of species-specific expression clusters in (A). The number of genes within each cluster is represented by the numbers on the top left side of each plot. C, The total number of genes that respond to flg22 significantly differently across Brassicaceae species including *A. thaliana* Col-0 (Brass) or across *A. thaliana* accessions (Ath access). *q*-value <0.01; |log_2_ fold change| >1 criteria were used. D, The number of genes that respond to flg22 significantly differently in each Brassicaceae species compared with the other three Brassicaceae species. *q*-value <0.01; |log_2_ fold change| >1 criteria were used. Ath, *A. thaliana* (Col-0). E, A hierarchical clustering with log_2_ fold changes of 1:1 orthologs. The topology of the dendrogram (right) is compared to the species tree (left). Pairwise distance matrix (1 – Pearson’s correlation coefficient) were analyzed with the R package “pvclust” with default settings. Support values for clades were obtained by 1,000 bootstrapping.

To provide statistical support for this conclusion, we determined the number of genes that responded differently to flg22 among the Brassicaceae plants including *A. thaliana* Col-0 or among the five *A. thaliana* accessions. We detected 1,992 DEGs in the inter-species comparison and only 131 DEGs in the comparison among *A. thaliana* accessions (Figure 5, C). Of these 131 genes, only the Can-0 accession harbored one gene that responded differently compared with all other accessions. 

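The difference between 2 genotypes in the flg22 effect at 1 h was tested for each gene with edgeR's quasi-likelihood test, over the 6 pairs of species and the 10 pairs of accessions. As in the combined analysis of the paper, no replicate effect was included, and a gene counted when any difference had an adjusted *P*-value below 0.01 and an absolute size above 1 on the log_2_ scale. Of the 1709 orthologs at hand, 1553 were tested among the 4 species and 247 (15.9%) responded differently. Among the 5 accessions, 6 of 1497 orthologs tested (0.401%) and 115 of all 19980 genes tested (0.576%) responded differently. The number of orthologs was thus 41.2 times as high among species.

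*C. rubella* and *C. hirsuta* differed at 109 orthologs, *C. rubella* and *E. salsugineum* at 101, *A. thaliana* and *C. rubella* at 95, *A. thaliana* and *E. salsugineum* at 72, *C. hirsuta* and *E. salsugineum* at 64, and *A. thaliana* and *C. hirsuta* at 55. Of the 115 genes among accessions, 57 differed between Kn-0 and No-0 and 50 between Kn-0 and Kon, and the flg22 effect was the more positive one in No-0 for 55 of the 57 and in Kon for 49 of the 50.

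The numbers changed with the block and in fits that left out 1 replicate, which have fewer samples. With each mock and flg22 pair as a block, 81 orthologs and 1242 genes differed among accessions, and the ratio of species to accessions was 4.23 for orthologs. The order of the pairs changed as well. Kn-0 and Kon then differed at 434 genes, Can-0 and No-0 at 425, Can-0 and Kn-0 at 412, and Kn-0 and No-0 at 393, and the effect was the more positive one in Kon for 329 of the 434 and in No-0 for 354 of the 393. Among species, *A. thaliana* and *C. rubella* differed at the most orthologs (151) in that fit. Without the block, the number among species was 81 without replicate 1, 280 without replicate 2, and 60 without replicate 3. Among accessions, the fits without replicates 1, 2, and 3 gave 0, 0, and 2 orthologs and 2, 0, and 49 genes. At an unadjusted *P*-value below 0.05 and the same size of difference, they gave 193, 120, and 349 orthologs and 3011, 2069, and 5105 genes. From the clusters of expression changes and its checks of orthology and basal expression, the paper concludes that variation in the response between the species exceeds that among *A. thaliana* accessions, and it gives the numbers of genes responding differently as statistical support.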

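Over all genes, and not the orthologs alone as in the paper, a gene responded differently in 1 accession against each of the other 4 in 4 cases. These genes are named here after their values were seen. *NPC3* (AT3G03520), which encodes a non-specific phospholipase C, rose in Can-0 from between 51 and 82 to between 673 and 1262 counts (log_2_ fold change 3.68, standard error 0.20, adjusted *P* = 4.91e-06, edgeR). In the other 4 accessions its log_2_ fold change was between −0.39 and 0.13, and the differences from Can-0 were 3.61 to 4.10. *NPC3* lies next to *NPC4* and *NPC5*, related genes between which reads could be split. AT5G23510 rose by 4.04 in Gy-0 (standard error 0.14) and by 1.52 to 2.19 in the other 4 accessions, and it rose by 3.58 in Col-0, which was not part of the comparison.

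In No-0, AT5G39770 had at most 3 counts in every mock library and 25 to 59 counts after flg22 treatment, at least 13.8-fold higher, while the other 4 accessions had 56 to 159 counts in mock and log_2_ fold changes of −0.31 to 0.58. *cPT1* (AT2G17570) changed by −0.39 in No-0 (standard error 0.23) and rose by 1.08 to 1.31 in the others, a difference of −1.70 to −1.47. Kn-0 and Kon had 0 genes that differed from all other accessions, with 142 and 56 genes at an unadjusted *P*-value below 0.05. With each mock and flg22 pair as a block, the numbers were 7 in Can-0, 2 in Gy-0, 10 in Kn-0, 5 in Kon, and 17 in No-0. With any 1 replicate left out, 0 such genes were found in Can-0 and Gy-0, with 15 to 63 and 9 to 17 genes at an unadjusted *P*-value below 0.05. In No-0, 0, 0, and 1 genes were found without replicates 1, 2, and 3, with 54, 41, and 82 at the unadjusted threshold.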

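Orthologs that differed in 1 species from each of the other 3 in 1 direction numbered 26 in *C. rubella*, 14 in *C. hirsuta*, 11 in *E. salsugineum*, and 7 in *A. thaliana*. With the pairs as a block, the numbers were 40, 16, 18, and 12, so that *C. rubella* had the most and *A. thaliana* the fewest in both designs. Without replicate 1 the numbers fell to 3 in *C. rubella*, 5 in *C. hirsuta*, 4 in *E. salsugineum*, and 1 in *A. thaliana*, and without replicate 3 to 3, 5, 2, and 1.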

Among Brassicaceae plants, a considerable number of genes were specifically differentially expressed in only one of the species (Figure 5, D).

The observed divergent gene expression patterns between different species together with the low variation within species could have been shaped by neutral evolution or lineage-specific non-neutral evolution, such as stabilizing selection and adaptive evolution. If the transcriptome variation among Brassicaceae species was caused by stochastic processes and was thus selectively neutral, such variation should correlate with the phylogenetic distance between the species (Broadley et al., 2008). To test this possibility, we performed a hierarchical clustering of the log_2_ fold changes of all 1:1 orthologs, including both DEGs and non DEGs, at 1 h after flg22 treatment. Species-specific clades were successfully recovered with high support (bootstrap value = 100), and the relationship among the species-specific clades did not concur with the species phylogeny (Figure 5, E). These results suggest that species-specific transcriptome responses to flg22 reflect non-neutral processes during Brassicaceae evolution.

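For each of the 27 replicate pairs at 1 h, the log_2_ ratio of flg22 to mock was computed from log_2_ CPM with a prior count of 2, over 1543 orthologs of those at hand. Pearson's *r* across these genes averaged 0.841 between pairs of the same genotype, 0.779 between the 5 accessions, 0.728 between Col-0 and the other accessions, and 0.643 between species, over 27, 90, 45, and 189 comparisons. The lowest mean within a genotype was that of Kn-0 (0.719, from 0.637 to 0.857), which was below the mean between Kn-0 and Gy-0 (0.759). Average-linkage clustering on 1 minus *r* with 1000 bootstrap resamples of genes placed the replicate pairs of *C. rubella*, of *C. hirsuta*, of *E. salsugineum*, and of all 6 *A. thaliana* accessions in clades with a support of 100%.

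Read length divides these libraries. Among those with 100-bp reads alone, Col-0 had mean correlations of 0.610 to 0.658 with the other 3 species, which had 0.659 to 0.683 with each other, while the value between the 5 accessions comes from 150-bp reads alone.

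Joins between the species were less certain. On the means of the genotypes, *C. hirsuta* and *E. salsugineum* joined in 68.2% of the resamples, *C. rubella* and *E. salsugineum* in 21.3%, and *C. rubella* and *C. hirsuta* in 4.8%. *C. rubella* joined the 6 *A. thaliana* accessions in 46.2%, and *C. rubella*, *C. hirsuta*, and *E. salsugineum* formed a clade in 42.2%. On the replicate pairs, the clade of these 3 species had a support of 70.5%. Genes are not independent, so the support describes these genes and not new plants.

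**Figure D2:**
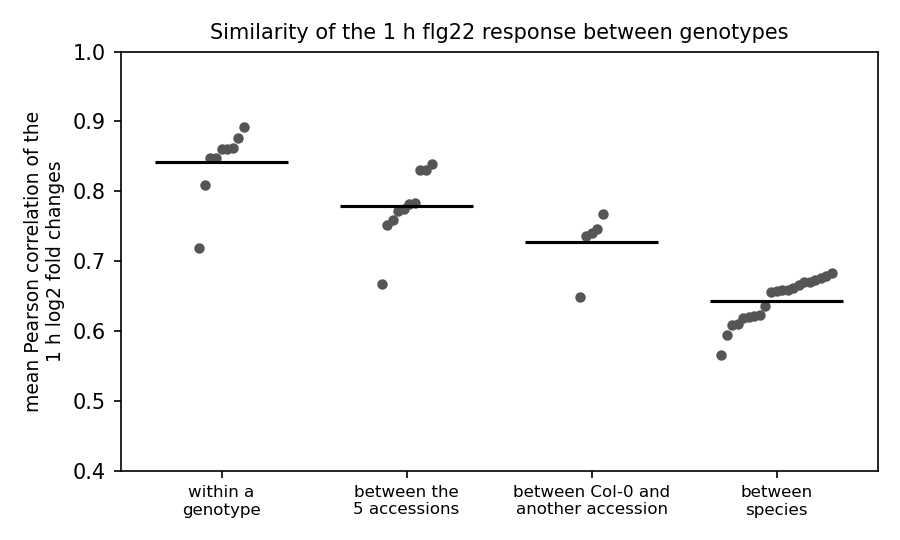
Pearson correlation across 1543 orthologs of the 1 h log2 fold changes of replicate pairs, averaged for each pair of genotypes. Each point is a genotype or a pair of genotypes, and each line is the mean of the points. Within genotypes the points lie between 0.719 and 0.892, and between species they lie between 0.566 and 0.683.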

To further explore this possibility, we performed multi-optima phylogenetic Ornstein–Uhlenbeck (OU) modeling (Hansen, 1997) for each ortholog using log_2_ fold changes as trait values to be fit. The hierarchical clustering results could be strongly affected by genes with large expression variation between species, potentially providing a distorted view of the evolution of gene expression. However, because multi-optima phylogenetic OU modeling is a gene-by-gene analysis in which each gene contributes to the overall patterns equally, the results are expected to be robust against biases from a small number of genes with large effects. In these models, the strength of neutral drift and the pull toward the estimated theoretical optimum were taken into account with parameters *σ*^2^ and *α*, respectively. Potentially adaptive changes were searched as regime shifts of the theoretical optimum by the phylogenetic LASSO algorithm with a phylogeny-aware information criterion (pBIC) (Khabbazian et al., 2016). We note that the necessarily limited number of species that were sampled in this study might inflate false positives. The regime shifts were detected in 3,136 out of 5,961 orthologous genes, suggesting frequent evolutionary changes in flg22-triggered transcriptional responses that could potentially be selectively driven (Supplemental Figure S7). Notably, the four species-specific clusters (Figure 5, A) showed the highest shift frequencies in the branches connected to the corresponding species compared with the others (Supplemental Figure S7). These results suggest that these clusters are enriched in a group of genes that could have evolved through the non-neutral switching of selective regimes in addition to neutral drift and/or stabilizing selection.

The conservation of gene induction across six *A. thaliana* accessions (Figure 5, A and B; Cluster 1) suggests that the observed species-specific expression signatures in Brassicaceae species might represent novel inventions in the respective species. To test this idea, we measured changes in the expression of selected genes showing species-specific expression signatures in different accessions or sister species of *C. rubella*, *C. hirsuta*, and *E. salsugineum* by RT-qPCR. For this, we selected grand shepherd’s-purse (*Capsella grandiflora*; Cgr, a sister species of *C. rubella*), two additional *C. hirsuta* accessions (Wa and GR2), and one additional *E. salsugineum* accession (YT). We selected *PR4*, *CYP79B2*, and *NAC32* as *C. rubella*-specific genes. *PR4* and *NAC32* were specifically induced in both *C. rubella* and *C. grandiflora*, while *CYP79B2* was induced in these two species as well as *A. thaliana* Col-0 (Figure 6). The two *C. hirsuta*-specific genes *RAC7* and *AT3G60966* (as there is no common name for *AT3G60966*, we used the *A. thaliana* gene code) were specifically induced in all three *C. hirsuta* accessions, with the exception of *AT3G60966*, which was also induced in *C. grandiflora*. All three *E. salsugineum*-specific genes (*APK4*, *bZip TF*, and *CYP77A4*) were induced only in *E. salsugineum* accessions (Figure 6). Together, these findings demonstrate that the specific patterns of gene expression observed in each of the tested Brassicaceae are conserved features in the respective species or lineage.

**Figure 6:**
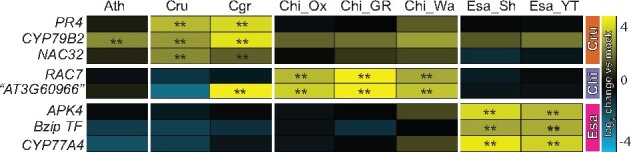
Species–specific expression signatures are conserved in sister species and accessions. Expression of selected genes showing species–specific expression signatures in Figure 5, A were determined in available sister species and accessions by RT-qPCR. Gene expression was normalized to *ACTIN2*. The colored bars on the right indicate genes showing Cru- (orange), Chi- (purple), or Esa- (magenta) specific expression signatures. The heatmap represents mean log_2_ changes of flg22 samples compared with mock from three independent experiments, each with two biological replicates (*n* = 6). Asterisks indicate significant flg22 effects (mixed linear model, *P* < 0.01). Ath, *A. thaliana* Col-0; Cru, *C. rubella*; Cgr, *C. grandiflora*; Chi_Ox, Chi_GR, Chi_Wa, different *C. hirsuta* accessions; Esa_Sh, *E. salsugineum* Shandong; Esa_YT, Esa Yukon.

### WRKY TFs are central for flg22-triggered gene induction and may be responsible for the emergence of species-specific gene induction

Changes in gene transcription are often mediated by the binding of specific TFs to 5′-regulatory regions (Baxter et al., 2012). However, our understanding of how gene expression is regulated during PTI, whether gene regulatory mechanisms differ in different species, and how a given species acquires a new mode of gene regulation is far from complete. Together with genomic resources, we reasoned that our datasets, which revealed both conserved and diversified gene expression patterns in the Brassicaceae species, may provide valuable insights into these questions. To this end, we searched the 5′-regulatory regions (500 bp upstream of the transcriptional start site) of the genes in each of the 15 gene clusters (Figure 5) for known TF-binding motifs in each Brassicaceae species. Our analysis revealed that multiple motifs, which are typically bound by WRKY TFs, are highly enriched in the 5′-regulatory regions of genes in common flg22-induced clusters such as Clusters 2, 5, 13, and 14 (Figure 7, A andSupplemental Figure S8). In *A. thaliana*, WRKY TFs are known to regulate transcriptional reprogramming during plant immunity, including responses to flg22 (Tsuda and Somssich, 2015; Birkenbihl et al., 2017). Also, the WRKY gene family has significantly expanded in land plants, which was likely required for adaptation to the terrestrial environment (One Thousand Plant Transcriptomes Initiative, 2019). Our results suggest that transcriptional induction mediated by WRKY TFs is a conserved mechanism in response to flg22 across these Brassicaceae species. In addition, the 5′-gene regulatory regions of flg22-induced expression clusters in *A. thaliana*, *C. rubella*, and *C. hirsuta* (Clusters 13, 6, and 14, respectively) were significantly enriched for CAMTA TF-binding motifs (Supplemental Data Set S7), which play an important role in early immune transcriptional reprogramming (Jacob et al., 2018).

**Figure 7:**
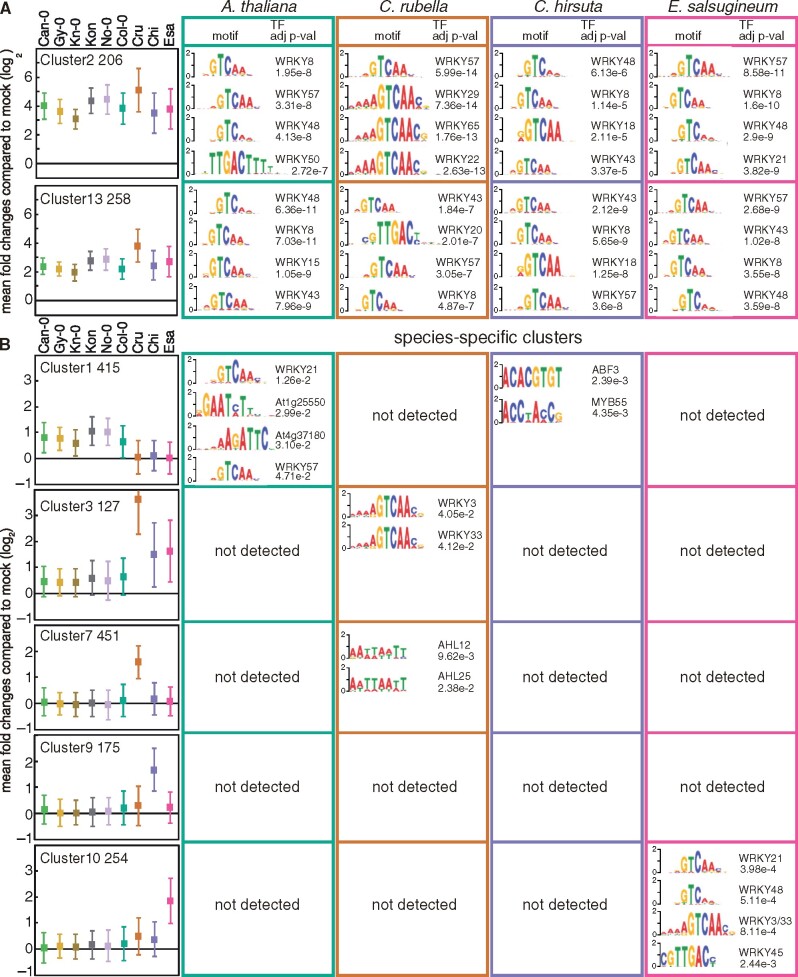
Enrichment of known TF-binding motifs in the 5′-regulatory regions of genes in shared and species-specific clusters. The 500 bp upstream sequences of the transcription start sites of the genes in the individual clusters were tested for enrichment of known TF binding motifs. Names of TFs, sequence logos, and adjusted *P*-values (up to the top four) of motifs are shown for each Brassicaceae species. The names of clusters, the number of DEGs, and mean log_2_ fold changes ± SD compared with mock are shown on the left side. See Supplemental Data Set S7 for the other clusters. For the complete list of all enriched TF binding motifs, please see Supplemental Data Set S7. Ath, *A. thaliana* (Col-0); Cru, *C. rubella* (N22697); Chi, *C. hirsuta* (Oxford); Esa, *E. salsugineum* (Shandong).

Interestingly, we found that WRKY TFs are associated with the 5′-regulatory regions of genes showing species-specific induction only in the species that are highly flg22-responsive. For instance, in Clusters 1, 3, and 10, WRKY TF-binding motifs were only enriched in 5′-regulatory regions of flg22-induced genes in *A. thaliana*, *C. rubella*, and *E. salsugineum*, respectively (Figure 7, B). In addition, in the *C. rubella*-specific expression cluster (Cluster 7), AHL TF-motifs were enriched only in *C. rubella* 5′-regulatory regions (Figure 7, B). AHL TFs have been associated with plant developmental processes, but some AHL TFs are involved in MAMP-induced gene expression (Lou et al., 2014; Mine et al., 2018). These results suggest that in these Brassicaceae plants, the emergence of cis-regulatory sequences that are bound by specific TFs (such as WRKY TFs) facilitated the evolution of distinct gene induction patterns.

### Variation in coding sequences shows no strong correlation with transcriptome variation

Previous studies reported a positive correlation between gene expression and coding sequence evolution and suggested that similar selective forces might have acted on both modes of evolution (Khaitovich et al., 2005; Slotte et al., 2011; Hunt et al., 2013; Hodgins et al., 2016), although it should be noted that in some studies, this correlation was organ-dependent or not detected at all (Tirosh and Barkai, 2008; Whittle et al., 2014). Thus, the relationship between gene expression and coding sequence evolution appears to be species- or condition-dependent. Therefore, we asked whether the variation in basal or flg22-triggered expression changes is correlated with variation in amino acid (AA) sequences among the tested Brassicaceae species. We compared the standard deviation divided by the mean of the expression levels in mock-treated RNA-seq samples (1 h) of *A. thaliana* Col-0 and other Brassicaceae plants with the mean AA sequence identities between *A. thaliana* Col-0 and each of the other species. We found no correlation between the variation in AA sequence and basal gene expression (Figure 8, A). Similarly, we compared flg22-induced expression changes of all expressed genes or DEGs (1 h) with AA sequence identities and found no correlation (Figure 8, B and C). Finally, we tested whether pairwise differences in flg22-induced expression changes between *A. thaliana* and individual Brassicaceae species were linked to AA sequence diversification. Again, we did not find any strong correlation (Figure 8, D–I). We also tested for synonymous or non-synonymous polymorphism (dN/dS) and did not find any strong correlation (Supplemental Figure S9). Thus, variation in gene expression at both the basal level and in response to flg22 does not correlate with variation in AA sequences or dN/dS, suggesting that different selective forces influence gene expression and coding sequence evolution in these Brassicaceae species.

**Figure 8:**
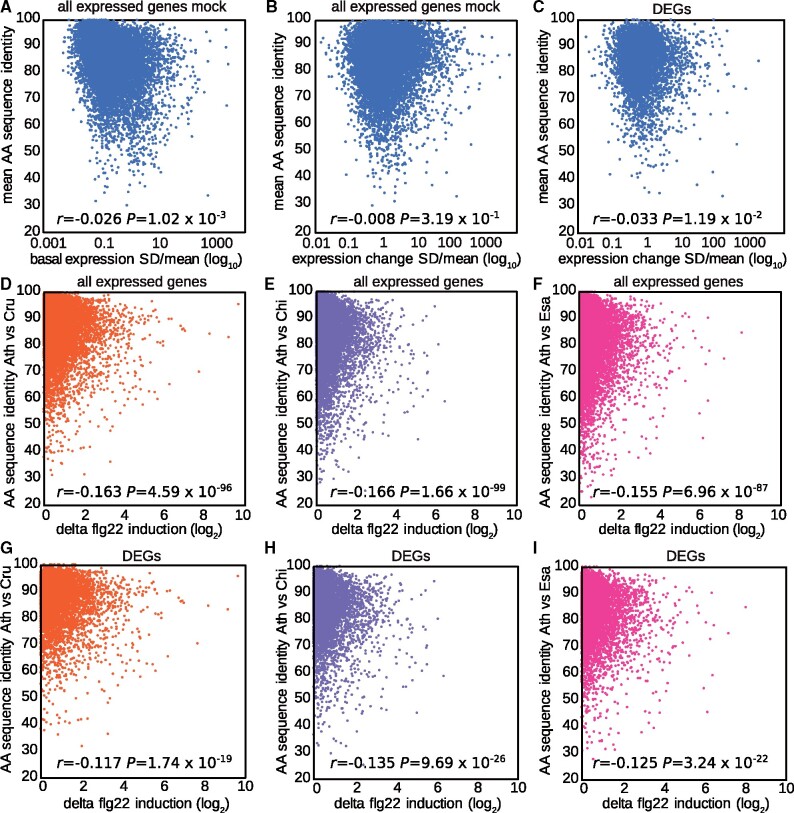
Gene expression variation does not correlate with coding sequence variation. A, Mean AA sequence identities of *C. rubella*, *C. hirsuta*, and *E. salsugineum* to *A. thaliana* (*y*-axis) were plotted against the SD/mean of the expression values in mock samples of all four Brassicaceae plants for all expressed genes (*x*-axis). B and C, Mean AA identities of *C. rubella*, *C. hirsuta*, and *E. salsugineum* to *A. thaliana* were plotted against the SD/mean of flg22-induced expression changes in all four Brassicaceae plants for all expressed genes with 1:1 orthologs (16,100 genes) (B) or 5,961 DEGs (C). D–I, Pairwise AA sequence identities of *C. rubella* (D, G), *C. hirsuta* (E, H) and *E. salsugineum* (F, I) to *A. thaliana* were plotted against the flg22-induced expression changes between the compared species for all expressed genes (D–F) or DEGs (G–I).

### Purifying selection may have acted on the regulatory regions of conserved flg22-responsive genes across Brassicaceae species

To test whether genes displaying a specific response in *A. thaliana* (Cluster 1) may have been subjected to recent adaptive pressures, we compared their patterns of polymorphism and divergence at upstream and coding regions with other gene clusters displaying no *A. thaliana*-specific expression (Clusters 2, 5, 7, and 9). If recent and recurrent regulatory adaptive mutations in *A. thaliana* were the ultimate cause of the expression specificity observed in Cluster 1, we should observe an elevated divergence between *A. thaliana* and *Arabidopsis lyrata* at regulatory regions compared with the other clusters and potentially a distribution of allele frequencies skewed toward higher frequency classes compared with neutral expectations (Nielsen, 2005). Instead, our results indicate that the genetic variation observed in genes with *A. thaliana*-specific responses is overall in line with the variation observed in other clusters regardless of species-specificity (Supplemental Figure S10). However, Cluster 5 (highly induced in all species) showed the lowest genetic divergence in its upstream regions (the first 100 bp upstream of the gene), while the neutral synonymous variation for the same cluster was the highest (Supplemental Figure S10). This suggests that this lower divergence at upstream regions is not the result of lower mutation rates but rather the result of stronger purifying selection acting on the regulatory regions of those genes with conserved expression patterns in this cluster.

### Differences in metabolome profiles in response to flg22 among the Brassicaceae species

Some genes showing species-specific expression patterns were associated with GO terms connected to secondary metabolism (Supplemental Data Set S8). This prompted us to investigate whether flg22 treatment differentially affects the metabolite profiles of Brassicaceae plants. In unbiased HPLC–MS analysis, we detected various differentially accumulating metabolites (DAMs; *q*-value <0.05, minimum fold change of 1.5) in response to flg22 among the four Brassicaceae plants (Figure 9, A). Interestingly, most flg22-induced changes in metabolite accumulation were species-specific, and only 19 out of 360 DAM signals were commonly affected by flg22 in all tested Brassicaceae species, indicating a strong diversification of the native metabolome and its reprogramming in response to flg22 (Figure 9, B). This notion was further supported by the clustering of log_2_ fold changes for all DAMs, which showed only a limited number of overlaps between metabolome alterations, as well as by principal component analysis (Figure 9, C and D).

**Figure 9:**
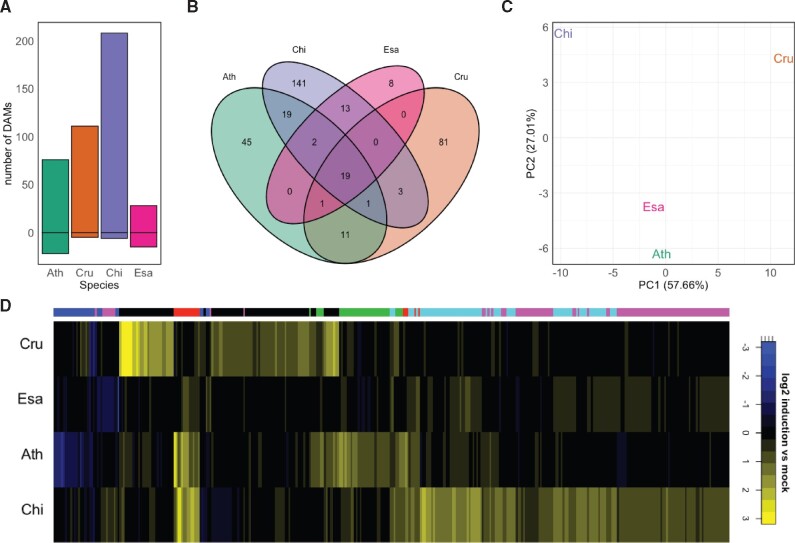
Flg22 triggers unique metabolomic changes in the Brassicaceae species examined. Metabolite profiles were analyzed by HPLC–MS 24 h after mock or flg22 treatment in 12-day-old Brassicaceae seedlings. A, DAMs were determined using the following criteria: treatment effect or interaction treatment × species was significant with *q*-value <0.05, |log_2_ fold change| >0.585 and significance of the difference between treatment and control with *P* < 0.05. The bars represent the number of up- or down-regulated DAMs in each species. Ath, *A. thaliana* (Col-0); Cru, *C. rubella* (N22697); Chi, *C. hirsuta* (Oxford); Esa, *E. salsugineum* (Shandong). B, A Venn diagram showing the number of shared and unique DAMs between species. All DAMs present in at least one species were used. C, Principal component analysis of DAMs in at least one species. D, Heatmap of log_2_ fold changes for DAMs in at least one species clustered by *k*-means clustering (*k* = 6; clusters marked in the color bar on top of the heatmap).

## Discussion

Our comparison of transcriptome responses within *A. thaliana* accessions and among four Brassicaceae species revealed fundamental features of transcriptome evolution: we identified conserved core genes and species-specific responsive genes across Brassicaceae plants during flg22-induced PTI. A core set of responsive genes conserved across Brassicaceae likely reflect important gene regulatory processes in PTI, whereas each species evolved its specific responses for species-specific arms. Our unified experimental setup for all transcriptome comparisons has allowed us to detect gene expression variation among these species.

We have shown that transcriptome responses to flg22 are remarkably conserved within *A. thaliana*. A previous study found that variation in the expression of stress-responsive genes accounted for the majority of divergence in expression among *A. thaliana* accessions (Kawakatsu et al., 2016), and many studies have described the strong plasticity of immune-responsive gene expression in the face of other environmental perturbations such as abiotic stress (Singh et al., 2014; Ueno et al., 2015; Coolen et al., 2016; Berens et al., 2019). Since the *A. thaliana* accessions that we examined were collected from habitats with distinct climatic conditions (such as the Canary Islands and Lithuania) and have diverse genetic backgrounds, these highly conserved early transcriptome responses to flg22 were surprising. This finding indicates that short-term evolution in divergent environments did not introduce major variation in early transcriptional responses during PTI.

We found that the expression changes of large numbers of genes are conserved among different Brassicaceae species during flg22-induced PTI. Many of these genes have not been previously characterized or linked to plant defense. Thus, our dataset provides the basis and rationale for future studies. In addition, the conservation of transcriptome responses to flg22 over 26 million years of Brassicaceae evolution suggests the functional importance of these as-yet-uncharacterized genes. Many studies have demonstrated the importance of TFs that regulate the expression of specific genes during PTI (Birkenbihl et al., 2017; Jacob et al., 2018). However, the lack of a method to efficiently and specifically block transcriptional reprogramming during PTI means that it remains obscure whether genome-wide transcriptional reprogramming during PTI is required for plant defense against pathogens and/or for adaptation to their environments. The evolutionary constraint feature in the transcriptome responses strongly suggests that the massive transcriptional reprogramming during PTI is advantageous for Brassicaceae plants in nature.

While all tested Brassicaceae species deployed rapid, massive transcriptional reprogramming as well as MAPK activation, they exhibited different PTI outputs. For instance, in *C. hirsuta* and *E. salsugineum*, the flg22-elicited transcriptional response was not associated with flg22-induced resistance against *Pto* DC3000*.* This seems counterintuitive for species not benefitting from costly transcriptional reprogramming. Maintaining transcriptional reprogramming during PTI is analogous to the retention of susceptible alleles for *Rps2*, a resistance gene for the pathogen virulence effector AvrRpt2 (MacQueen et al., 2016). One possible explanation is that susceptible *Rps2* alleles encode recognition specificities for pathogen effectors that have yet to be identified (MacQueen et al., 2016). Similarly, transcriptional reprogramming induced by flg22 may be associated with effective resistance against different bacterial pathogens or the control of plant microbiota in *C. hirsuta* and *E. salsugineum* (Hacquard et al., 2017; Chen et al., 2020). Understanding how diversity in PTI responses across plant species is linked to plant adaptation would be crucial for comprehending the role of PTI.

In addition to conserved transcriptome responses, each of the tested Brassicaceae species exhibited species/lineage-specific expression signatures during flg22-induced PTI. We have shown that species-specific expression patterns are conserved among multiple accessions or sister species in the respective species. Moreover, variation in transcriptome responses during flg22-induced PTI was incongruent with the Brassicaceae phylogeny, which is inconsistent with the notion that variation was caused solely by genetic drift. Thus, some of the species-specific expression signatures observed in this study during flg22-induced PTI may be selectively driven expression shifts.

We have also shown that interspecific differences are larger than intraspecific variations in the early transcriptome response during PTI. This expression divergence could be explained by variation in the expression and function of TFs and/or variation in cis-regulatory elements in 5′-gene regulatory regions that coincide in a lineage-specific manner. It has been thought that most intraspecific variations could be attributed to cis-associated differences that are tightly constrained by linkage disequilibrium, while interspecific differences largely occur because trans-associated alterations are a larger mutational target (Signor and Nuzhdin, 2018). However, disentangling the contributions of trans- and cis-components of transcriptional control remains challenging. A recent study revealed that transcriptome variation is disposed to strong selection pressure in perturbed environments, in particular, genes with expression stochasticity and plasticity (Groen et al., 2020). In line with the important role of WRKY TFs in gene induction during immunity (Tsuda and Somssich, 2015; Birkenbihl et al., 2017), we have revealed that WRKY-TF binding motifs are highly enriched in the 5′-gene regulatory sequences of species in which the genes are induced. This suggests that some specific gains of TF-binding motifs in the 5′-gene regulatory regions account for the evolution of some species-specific flg22-responsive expression changes. It is also possible that duplicated genes could be responsible for species-specific differences that we may have missed in this study, as we entirely omitted lineage-specific duplicates. However, this would not introduce a very serious bias, as a large proportion of genes in the genomes (17,856) were successfully analyzed in this study.

Whether gene expression evolution correlates with coding sequence evolution remains a contentious topic (Tirosh and Barkai, 2008). Some studies found a positive correlation between gene expression and coding sequence evolution and argued that similar selection pressures act on both modes of evolution (Hunt et al., 2013; Whittle et al., 2014). In contrast, others have concluded that gene expression evolution may provide additional evolutionary capacity if the sequence of the respective gene is under evolutionary constraint (Shapiro et al., 2004; Harrison et al., 2012; Dean et al., 2015). In this scenario, gene expression variation would not be correlated with coding sequence evolution (Tirosh and Barkai, 2008; Renaut et al., 2012; Uebbing et al., 2016). In the current study, we found almost no correlation between variation in basal gene expression or flg22-induced gene expression changes and variation in their AA sequences and dN/dS. The connection between gene expression and coding sequence variation might depend on the species and growth conditions (Whittle et al., 2014). Further studies, especially in the plant field, are needed to better define the relationship between these two modes of evolution.

## Methods

### Plant materials

Plant materials used in this study are described in Tables 1–3.

**Table 1:** Brassicaceae species and accessions used in this study

Species	Accession	Abbreviation	Reference
***A. thaliana***	**Col-0**	Ath	Kenichi Tsuda lab
***C. rubella***	**N22697**	Cru	Slotte et al. (2013)
*C. grandiflora*	Unknown	Cgr	Slotte et al. (2013)
***C. hirsuta***	**Oxford**	Chi	Hay and Tsiantis (2006)
*C. hirsuta*	Wa	Wa	Cartolano et al. (2015)
*C. hirsuta*	GR2	GR2	Miltos Tsiantis lab
***E. salsugineum***	**Shandong**	Esa	Miltos Tsiantis lab
*E. salsugineum*	Yukon	YT	Miltos Tsiantis lab

Bold entries indicate species used for RNA-seq and metabolome analyses.

**Table 2:** *A. thaliana* accessions used in this study

Accession	Cs Number	Country	Admixture Group^a^	Reference
An-1	CS76435	BEL	Admixed	1001 Genomes Consortium (2016)
Bla-1	CS76451	ESP	Spain	1001 Genomes Consortium (2016)
**Can-0**	**CS76740**	ESP	Relict	1001 Genomes Consortium (2016)
**Col-0**	**CS76778**	USA	Germany	1001 Genomes Consortium (2016)
CVI-0	CS76789	CPV	Relict	1001 Genomes Consortium (2016)
Edi-0	CS76831	UK	Admixed	1001 Genomes Consortium (2016)
**Gy-0**	**CS78901**	FRA	Western Europe	1001 Genomes Consortium (2016)
HR10	CS76940	UK	Western_Europe	1001 Genomes Consortium (2016)
Kas-2	CS78905	IND	Asia	1001 Genomes Consortium (2016)
**Kn-0**	**CS76969**	LTU	Central_Europe	1001 Genomes Consortium (2016)
**Kondara**	**CS76532**	TJK	Asia	1001 Genomes Consortium (2016)
Ms-0	CS76555	RUS	Asia	1001 Genomes Consortium (2016)
**No-0**	**CS77128**	GER	Central_Europe	1001 Genomes Consortium (2016)
Pna-17	CS76575	USA	Germany	1001 Genomes Consortium (2016)
Rsch4	CS77222	RUS	Germany	1001 Genomes Consortium (2016)
Se-0	CS76597	ESP	Spain	1001 Genomes Consortium (2016)
Sf-2	CS77247	ESP	Spain	1001 Genomes Consortium (2016)
Sorbo	CS78917	TJK	Asia	1001 Genomes Consortium (2016)
Tamm-27	CS77341	FIN	North_Sweden	1001 Genomes Consortium (2016)
Ts-1	CS76615	ESP	Spain	1001 Genomes Consortium (2016)
Tsu-0	CS77389	JPN	Admixed	1001 Genomes Consortium (2016)
Van-0	CS76623	CAN	Western_Europe	1001 Genomes Consortium (2016)
Wil-2	CS78856	LTU	Central_Europe	1001 Genomes Consortium (2016)
Wu-0	CS78858	GER	Germany	1001 Genomes Consortium (2016)

Bold entries indicate accessions used for RNA-seq. ^a^Admixture group (1001 Genomes Consortium, 2016).

**Table 3:** *A. thaliana* mutants used in this study

Species	Mutant allele	Locus	Source
*A. thaliana*	*sid2-2*	AT1G74710	Tsuda et al. (2008)
*A. thaliana*	*fls2* (SAIL_691C4)	AT5G46330	Zipfel et al. (2004)

### Plant growth

Seeds were sterilized by vortexing in 70% ethanol for 5 min, followed by 6% NaClO for 10 min, washed five times with sterile water, and stratified in sterile water at 4°C for 5–7 days. Sterilized seeds were grown on half Murashige and Skoog (MS) Agar (2.45 g/L M&S+Vitamins+MES (Duchefa, , Haarlem, Netherlands), 1% sucrose, 0.5% plant agar, pH 5.8) plates in a Percival plant growth chamber (CU-36LX5D, Percival, USA) at 22°C with 10 h of light (white fluorescent lamps) for 11 days if not stated otherwise. Eleven-day-old seedlings were transferred to liquid half MS Medium (2.45 g/L M&S + Vitamins + MES (Duchefa), 1% sucrose) 1 day before flg22 treatment. Alternatively, 12-day-old seedlings were transferred to soil (Stender, Schermbeck, Germany) and grown at 23°C/20°C under a 10/14 h (light/dark) cycle and 60% relative humidity. Soil-grown plants were transferred to another chamber at 22°C with a 12 h photoperiod and 60% relative humidity 3 days before bacterial inoculation.

### Flg22 treatment

Eleven-day-old seedlings were transferred from half MS Agar to 24-well plates, each containing 1.6 mL of half MS Medium, for 24 h prior to treatment. If not otherwise stated, 5–10 seedlings per sample were transferred to each well. For the flg22 treatment, 800 µL of 3 µM flg22 (EZBiolab Inc., Carmel, IN, USA) solution was added to the medium containing the seedlings, resulting in a final concentration of 1 µM flg22. Seedlings were harvested in liquid nitrogen at the indicated time points, and three wells were combined into one biological sample. The samples were stored at −80°C until use.

### Seedling growth inhibition assay

Seven-day-old seedlings grown on half MS Agar were transferred to 1.6 mL of half MS Medium with or without 1 µM flg22 and grown for another 12 days under these conditions. The fresh weight of 12 pooled seedlings was then measured. The experiment was carried out three independent times, and statistical analysis was performed with log_2_-transformed fresh weight values.

### Bacterial growth assay

To prepare bacterial inoculum, *P. syringae* pv. *tomato* DC3000 (*Pto* DC3000) or the T3SS deficient *Pto* DC3000 mutant *Pto hrcC* (Tsuda et al., 2008) was grown on NYGA agar (2% glycerol, 0.5% Bacto Peptone, 0.3% yeast extract, and 1% Bacto Agar, pH 7.0) plates containing 25 µg/mL rifampicin for 3 days at 28°C. The bacterial strains were transferred to liquid NYGA medium containing 25 µg/mL rifampicin and incubated overnight at 28°C with shaking at 200 rpm to a final OD_600_ between 0.8 and 1. The bacteria were pelleted by centrifugation at 5,000 rpm and washed twice with sterile 5 mM MgSO_4_ before dilution to an OD600 of 0.0002 (*Pto* DC3000) or 0.001 (*Pto hrcC*).

Four to five-week-old plants were used. Two leaves per plant were infiltrated with 1 µM flg22 or sterile water (mock) using a needleless syringe. One day later, leaves treated with flg22 or mock solution were infiltrated in the early afternoon with the bacterial suspension. Two days after bacterial infiltration, two leaf disks (0.565 cm^2^) per sample from two leaves were crushed in 400 µL sterile MgSO_4_ using a Retsch mixer mill. Dilution series were made and streaked on NYGA agar plates containing 25 µg/mL rifampicin. The plates were incubated for 2 days at 28°C before colony forming units were counted.

Alternatively, bacterial growth was quantified using a qPCR-based method as previously described (Ross and Somssich, 2016). In brief, DNA was extracted from bacteria-infiltrated leaves using a FastDNA Spin Kit (MP Biomedicals, Santa Ana, CA, USA). Extracted DNA was quantified and adjusted to 8.75 µg/µL to achieve a final concentration of 35 µg DNA in a qPCR. Bacterial DNA was quantified using the expression levels of the Pto DC3000-specific *oprF* gene relative to plant *ACTIN2* (*ACT2*) DNA. ΔCt values were calculated by subtracting the Ct value of the target gene from that of *ACT2*. These ΔCt values were considered to be log_2_ values and used for statistical analysis. The primers used are listed in Supplemental Data Set S9.

### MAPK phosphorylation assay

The MAPK phosphorylation assay was performed as previously described (Tsuda et al., 2009). In short, 12-day-old seedlings were treated with 1 µM flg22 or mock for 15 min, frozen in liquid nitrogen, and ground with four metal beads in a Retsch MM 400 mixing mill (Retsch, Haan, Germany). Then, 150 µL of MAPK extraction buffer (50 mM Tris–HCL [pH 7.5], 5 mM EDTA, 5 mM EGTA, 2 mM DTT, 10 mM NaF, 50 mM β-glycerolphosphate, 10% glycerol, complete proteinase inhibitor and PhosSTOP phosphatase inhibitor [both from Roche, Germany]) was added to the sample, and protein was extracted by centrifugation (4°C, 12,000 rpm). Protein concentration was determined using a Coomassie Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA), and 25 µg of protein was separated by SDS-PAGE for 1 h at 100 V. MAPK phosphorylation was detected via immunoblotting using an antiphospho-p44/42 MAPK antibody (dilution 1:5,000 in TBST; Cell Signaling Technology, Danvers, MA, USA) as primary and HRP-conjugated anti-rabbit IgG (1:10,000 in TBST; Sigma–Aldrich, St. Louis, MO, USA) as secondary antibody. Luminescence was detected using SuperSignal West Femto Chemiluminescent Reagent (Thermo Fisher Scientific) and a ChemiDoc MP imaging system (Bio-Rad, Hercules, CA, USA).

### RNA extraction, cDNA synthesis, and RT-qPCR

Seedling samples were ground in 2-mL reaction tubes with four metal beads using a Retsch MM 400 mixing mill (Retsch). RNA was extracted using peqGOLD TriFast with an additional DNA digestion step using DNAse I (Roche). The RNA was precipitated overnight at 4°C in 100% ethanol containing 115 mM Na–Ac (pH 5.2; Sigma–Aldrich, Munich, Germany) to further clean up and increase RNA yield. RNA quality and quantity were determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific). Subsequently, cDNA was synthesized from 4 µg DNase-treated total RNA using Superscript II or IV Reverse Transcriptase (Thermo Fisher Scientific) according to the manufacturer’s instructions. qPCR was performed on a CFX Connect Real-Time PCR Detection System (Bio-Rad) using EvaGreen (Biotium, Fremont, CA, USA). The target gene was quantified relative to the expression of *ACT2* from *A. thaliana* or other Brassicaceae plants. ΔCt values were calculated by subtracting the Ct value of the target gene from that of *ACT2*. These ΔCt values were considered to be log_2_ values and were further used for statistical analysis. Primers used are listed in Supplemental Data Set S9.

### Statistical analysis

Statistical analysis for the seedling growth inhibition assay, bacterial growth assay, and RT-qPCR was performed using a mixed linear model with the function lmer implemented in the lme4 package within the R environment. To meet the assumptions of the mixed linear model, we log-transformed the raw data, when needed. The following model was fit to the data: measurementgyr ∼ GYgy + Rr + ɛgyr, with GY denoting the genotype:treatment interaction effect; R the biological replicate effect; and *ɛ* the residual. The *P*-values calculated in two-tailed *t* tests were corrected for multiple hypothesis testing using the *q*-value package when samples were compared with each other in a given figure panel.

### RNA-seq

RNA-seq experiments were independently performed three times. In each experiment, mock and flg22 treatments were conducted side by side. These three biological replicates were used for RNA-seq experiments. RNA quality was checked with the Agilent 2100 Bioanalyzer or Caliper LabChip GX device. PolyA enrichment and library preparation were performed with a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). Libraries were quantified by fluorometry, immobilized, and processed onto a flow cell with a cBot (Illumina, San Diego, CA, USA), and subjected to sequencing-by-synthesis with HiSeq version 3 chemistry. Library construction and RNA sequencing were performed by the Max Planck-Genome-center Cologne (http://mpgc.mpipz.mpg.de/home/) with a single 100 bp (*A. thaliana* Col-0, *C. rubella*, *C. hirsuta*, and *E. salsugineum*) or 150 bp reads (all other *A. thaliana* accessions) using the Illumina HiSeq2500 or HiSeq3000 platform, respectively. After quality control, sequencing reads were mapped to respective reference genomes (Table 4) using TopHat2 (version 2.1.1) with default parameters, except for the parameters described in Table 5. The resulting bam files were used to count the number of reads per gene using HtSeq (version 0.6.0) software with default parameters. To exclude biases caused by mapping sequence reads of different *A. thaliana* accessions to the Col-0 genome, we created mapping genome files for each *A. thaliana* accession by correcting the Col-0 reference genome with SNP data available for these accessions. We downloaded the variants table for each accession from the website of the 1001 Genomes Project (intersection_snp_short_indel_vcf version 3.1 dataset). The pseudo-genome sequence of each accession was inferred by replacing the reference allele with the corresponding alternative allele using the pseudogeno function implemented in GEAN software. We created general feature format files by projecting the coordinates of the TAIR10 gene annotations onto the coordinates of each accession with the gffCoordinateLiftOver function of GEAN (Song et al., 2019). With these files, we performed a second mapping as described above.

**Table 4:** Reference genomes used for RNA-seq analysis

Species	Reference genome	Publication	Source
*A. thaliana*	TAIR 10	Lamesch et al. (2012)	Phytozome 10
*Ath accessions*	SNP corrected TAIR10		This study
*C. rubella*	Version 1.0	Slotte et al. (2013)	Phytozome 10
*C. hirsute*	Version 1.0	Gan et al. (2016)	http://chi.mpipz.mpg.de/
*E. salsugineum*	Version 1.0	Yang et al. (2013)	Phytozome 10

**Table 5:** TopHat2 parameters used for mapping RNA-seq reads

TopHat2 parameter	Value
−-read mismatches	10
−- read-gap-length	10
−- read-edit-dist	20
−-min-anchor-length	5
−-splice-mismatches	2
−-min-intron-length	30
−-max-intron-length	1,000
−-max-insertion-length	20
−-max-deletion-length	20
−-max-multihits	10
−-segment-mismatches	3
−-min-coverage-intron	30
−-max-coverage-intron	10,000
−-library-type	fr-firstrand
−-b2	Very sensitive

The read counts determined by HTSeq were analyzed in the R environment (version 3.3.1) using the edgeR (version 3.14.0) and limma (version 3.28.14) packages. Genes expressed at low levels were excluded from analysis by filtering out genes with a mean read count ˂10 counts per sample. Read counts then were normalized using TMM normalization embedded in the edge R package, and the data were log_2_-transformed using the voom function within the limma package to yield log_2_ counts per million. For individual analysis of Brassicaceae species and *A. thaliana* accession data, a linear model was fit to each gene using the lmFit function of limma with the following equation: Sgyr = GYgy + Rr + ɛgy, where S denotes log_2_ expression value, GY represents the genotype:treatment interaction and random factors, R indicates biological replicate, and *ɛ* represents residual. For the combined analysis of Brassicaceae species and *A. thaliana* accession data, the replicate effect was removed from the linear model, resulting in the following terms: Sgy = GYgy + ɛgy_,_ where S denotes log_2_ expression value, GY represents genotype:treatment interaction, and *ɛ* represents residual. For variance shrinkage of calculated *P*-values, the eBayes function of limma was used. The resulting *P*-values were corrected for multiple testing by calculating the false discovery rate (FDR; or *q*-value) using the *q*-value (version 2.4.2) package.

Normalization and determination of DEGs were performed separately for each Brassicaceae species and each *A. thaliana* accession. To compare expression changes mediated by flg22 between Brassicaceae plants, we used Best Reciprocal BLAST to identify genes that show a 1:1 ortholog with a corresponding *A. thaliana* gene and only kept the genes with 1:1 orthologs in every Brassicaceae species. Genes with a one-directional best hit relationship were not included in these analyses. This resulted in a set of 17,856 1:1 ortholog genes. We restricted the analysis of *A. thaliana* accessions to the same set of 17,856 genes to enable a direct comparison of results obtained from Brassicaceae and *A. thaliana* accession analysis. To directly compare Brassicaceae plants with *A. thaliana* accessions, we further normalized and determined DEGs for all 1-h samples together using the set of 17,856 orthologous genes. This approach enabled us to compare basal expression levels between Brassicaceae and *A. thaliana* accessions.

The R packages and software used for further analysis of the sequencing data are listed in Table 6. Heatmaps and *k*-mean clustering of DEGs were generated using the Genesis software with default parameters.

**Table 6:** Software and packages used in this study

Software/package	Version	Citation	Use
AME	4.12.0	McLeay and Bailey (2010)	TF motif enrichment
BinGO	3.0.3	Maere et al. (2005)	GO enrichment
Clustal Omega	1.2.4	Sievers et al. (2011)	Multiple sequence alignment
Cytoscape	3.3.0	Shannon et al. (2003)	Run BinGO
EdgeR	3.14.0	Robinson et al. (2010)	Analysing DEGs
Genevestigator		Hruz et al. (2008)	Public transcriptome data
Genesis	1.7.7	Sturn et al. (2002)	Heatmaps, clustering
Htseq	0.6.0	Anders et al. (2015)	Count RNA-seq reads
limma	3.28.14	Ritchie et al. (2015)	Analyzing DEGs
MixOmics	6.0	Rohart et al. (2017)	PCA
TopHat	2.1.1	Trapnell et al. (2009)	Map RNA-seq reads
VennDiagram	1.6.17	Chen and Boutros (2011)	Venn diagrams

The expression clusters of DEGs determined for the combined RNA-seq analysis of *A. thaliana* accessions together with Brassicaceae species were investigated for enrichment of GO terms corresponding to biological processes using the BinGO plugin within the Cytoscape environment. GO term enrichment was calculated using a hypergeometric test, followed by Benjamini and Hochberg FDR correction implemented in the BinGO plugin. The whole genome annotation was used as a background.

Known TF motifs enriched in individual expression clusters of DEGs determined in the combined RNA-seq analysis of *A. thaliana* accessions together with Brassicaceae species were identified using the AME tool within the MEME suite. For this purpose, 5′-gene regulatory regions (500 bp upstream of the transcription start site) were extracted for each tested Brassicaceae species. Enrichment of TF motifs was determined in each of the 15 *k*-means clusters for all tested Brassicaceae species using the 5′-regulatory regions of all expressed genes with clear 1:1 orthologs (16,100 genes) as a background. Known TF motifs were retrieved from the JASPAR CORE (2018) plants database that is implemented in AME.

To compare AA sequence conservation with expression variation, all AA sequences of expressed genes with 1:1 orthologs in all species were extracted for each Brassicaceae species. The sequences were aligned using Clustal Omega and percent identity matrices were extracted. The AA sequence identity output of Clustal Omega was used to calculate the mean AA identity across *C. rubella*, *C. hirsuta*, and *E. salsugineum* compared with *A. thaliana* as a proxy of sequence conservation. The mean AA sequence identities were subsequently plotted against the SD/mean of flg22-expression changes across all four Brassicaceae species, which served as a proxy for expression variation among the tested Brassicaceae species. Similarly, the mean AA sequence identity was also plotted against the SD/mean of the normalized expression value in control samples. In addition, pairwise AA sequence identities between *A. thaliana* and each Brassicaceae species were plotted against the absolute difference in flg22-induced expression changes between the compared species. This analysis was performed for all expressed genes or only for DEGs.

To calculate the dN, dS, and dN/dS ratios for DEGs, we aligned the AA sequences of each of orthogroup using MUSCLE with a maximum-likelihood approach (Edgar, 2004) and translated this alignment into the corresponding codon alignment with PAL2NAL (Suyama et al., 2006), also removing stop codons and gaps. The resulting codon alignments were used for pairwise dN, dS, and dN/dS rate calculations using the codeml tool from PAML (Yang, 2007). Software and packages used in this study are described in Table 6.

### Phylogenetic analysis

Various dates have been reported for the divergence of Brassicaceae species (Franzke et al., 2016). For instance, Beilstein et al. (2010) dated the Brassicaceae crown node age to 54 Mya, whereas more recent publications dated this event 31–37 Mya (Edger et al., 2015; Hohmann et al., 2015; Franzke et al., 2016; Huang et al., 2016). Therefore, in this study, we used TIMETREE (www.timetree.org), which synthesizes divergence times based on the available literature to estimate the timescale of Brassicaceae species evolution (Hedges et al., 2015). Phylogenetic trees were retrieved from timetree.org based on divergence time estimates from 15 studies (Koch et al., 2000; Heenan et al., 2002; Parkinson et al., 2005; Franzke et al., 2009; Yue et al., 2009; Beilstein et al., 2010; Couvreur et al., 2010; Mandáková et al., 2010; Arakaki et al., 2011; Hermant et al., 2012; Naumann et al., 2013; Artyukova et al., 2014; Vanneste et al., 2014; Hohmann et al., 2015; Huang et al., 2016).

### Genevestigator analysis

The following datasets were used for Genevestigator analysis: AT-00106 (*Pto* DC3000); AT-00110 (ABA or MeJA); AT-00113 (SA); AT-00147 (*B. cinerea*); AT-00253 (flg22 or OG); AT-00493 (hypoxia); AT-00553 (*Hyaloperonospora arabidopsidis*); AT-00560 (drought); AT-00597 (Pep2 and elf18); AT-00645 (heat stress).

### SA analysis

SA levels were analyzed as described previously with an ultra-high performance liquid chromatography/Q-Exactive system (Thermo Fisher Scientific) using an ODS column (AQUITY UPLC BEH C18, 1.7 μm, 2.1 × 100 mm; Waters, Milford, MA, USA) (Kojima et al., 2009; Kojima and Sakakibara, 2012; Yasuda et al., 2016).

### Secondary metabolite extraction, acquisition, and processing of data

Control and flg22-treated seedlings were collected and extracted as described before (Bednarek et al., 2011). The extracts were subjected to LC–MS analyses performed using the Acquity UPLC system (Waters) attached to a micrOToF-Q mass spectrometer (Bruker Daltonics, Hamburg, Germany). Chromatographic separations were carried out on a BEH C18 column (2.1 × 150 mm, 1.7 µm particle size) at 22°C with a mobile phase flow rate of 0.35 mL/min. The elution was conducted using water containing 0.1% formic acid (Sigma–Aldrich, Munich, Germany) (Solvent A) and acetonitrile (VWR Chemicals, Fontenay-sous-Bois, France) containing 1.9% of water and 0.1% of formic acid (Solvent B) in the following gradient: 0–10 min from 0% to 25% B, 10–15 min to 30% B, 20–24 min maintained at 100% B, and up to 24.5 min the system was returned to starting conditions and re-equilibrated for 8 min. The spectrometer was calibrated with sodium formate salt clusters prior to each analysis. MS was operated using the following settings: ion source voltage of −4.5or 4.5 kV, nebulization of nitrogen at a pressure of 1.2 bar and a gas flow rate of 8 L/min. Ion source temperature was 220°C. The spectra were scanned in positive and negative ion mode at a range of 50–1000 *m/z* at a resolution >15,000 FWHM (full width at half maximum). Data acquisition was supervised by HyStar version 3.2 software (Bruker Daltonics).

The LC–MS data were converted to *mzXML* format by MSConvert version: 3.0.11781 tool available in Proteowizard software prior to further processing by MZmine version 2.31 software (Pluskal et al., 2010). Data from each experiment were processed separately for negative and positive ionization. In first step, lists of masses were generated by the mass detector module in each scan in the raw data files. Chromatograms for each mass detected continuously over the scans were then built using a chromatogram builder algorithm. These chromatograms were deconvoluted by the deconvolution module using the wavelets algorithm based on Bioconductor’s XCMS package for R (Tautenhahn et al., 2008). An isotopic peaks grouper was used for isotope elimination followed by adduct and complex searching. Deviation of retention times between peak lists was reduced by a retention time normalizer. Such transformed peaks were aligned in all samples through a match score by a join aligner module. The resulting peaks list was completed by supplemental peak detection with a peak finder algorithm prior to missing value imputation (gap filling). The generated data table was subsequently exported in *csv* format for further statistical analysis.

Observations equal to zero (below the detection level) were substituted by half of the minimum non-zero observation for each metabolite. The observations were then transformed by log_2_(10^3^×). Two-way analysis of variance (ANOVA) was done with experiment as a block (random effects) and treatment, species as two fixed factors; analysis was done together for positive and negative ionization. A species was determined to be a DAM if it met all three conditions: (1) treatment effect or interaction treatment × species was significant with q-value <0.05 (FDR, Benjamini and Hochberg, 1995), (2) individual tests for each species *P* < 0.05 (significant test for the difference between treatment and control was done for each species), and (3) |fold change|>1.5, where fold change is flg22 treatment/control. Statistical analysis was performed in Genstat version 19. Visualizations including barplot, PCA, heatmap, and Venn diagram were created in R.

### Intra specific variation

Analyses of intra specific variation in *A. thaliana* were conducted using a subset of the accessions from the 1001 Genome Project (1001 Genomes Consortium, 2016). To minimize the potentially confounding effects of demography and admixture, we only selected accessions from the non-relict Iberian ancestry group with ˂5% admixture from other groups (http://1001genomes.github.io/admixture-map/), which led to a sample of 45 accessions. Genomic regions for genes and upstream regions were identified using the REST API of the Ensembl database (https://rest.ensembl.org/). For each gene, the longest available transcript was used. Genetic divergence between *A. thaliana* and *A. lyrata* was calculated using the genome-wide pairwise alignment available on Ensembl Plant (LastZ) and also accessed through their REST API server. The code used for interacting with the REST APIs and calculating summary statistics of polymorphism and divergence data is written in R for this study and is made publicly available here: https://gitlab.mpcdf.mpg.de/slaurent/mk_dfe.git.

To determine whether mean genetic divergence between *A. thaliana* and *A. lyrata* was significant (Supplemental Figure S10) across clusters, we performed a one-way ANOVA with gene expression clustering as the grouping factor. We used the *anova_test* function from the *rstatix* package; the R code implementing this function is publicly available in the following repository: https://gitlab.mpcdf.mpg.de/slaurent/mk_dfe.git in the folder *anova_figureS9.*

### Hierarchical clustering

RNA-seq mapped read counts of 1:1 orthologs were subjected to TMM normalization after removing low-expression orthologs (average count of <10 reads). A pairwise distance matrix (1 – Pearson’s correlation coefficient) was obtained from log_2_ fold changes of CPM values. A dendrogram was generated with the R package “pvclust” with default settings. The same analysis was performed using log_2_ fold changes of DAMs for metabolomic comparison.

### OU modeling

OU modeling was performed using the R package “l1ou” (Khabbazian et al., 2016) with the following parameters: max.nShifts = 1, criterion = pBIC, root.model = OUfixedRoot, rescale = FALSE, and alpha.upper = 0.053. The upper limit of *α* estimates was calculated by the find_grid_alpha function in the R package “PhylogeneticEM” (Bastide et al., 2018).

## Accession numbers

The RNA-seq data used in this study were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (accession no. GSE115991).

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1** Effects of flg22 on *Pto hrcC* growth in Brassicaceae species.

**Supplemental Figure S2** Overlap of DEGs at each time point.

**Supplemental Figure S3** *SID2*-dependent SA accumulation is not required for sustained transcriptome responses in *A. thaliana*.

**Supplemental Figure S4** Heatmap for all DEGs in Brassicaceae species after flg22 treatment.

**Supplemental Figure S5** Comparison of two different mapping approaches for *A. thaliana* accession RNA-seq reads.

**Supplemental Figure S6** Gene family size and basal gene expression levels do not explain species-specific expression signatures.

**Supplemental Figure S7** Multi-optima phylogenetic OU modeling of log_2_ fold changes of 1:1 orthologs in Figure 5, A.

**Supplemental Figure S8** Enrichment of TF-motifs within the 5′-regulatory regions of DEG clusters.

**Supplemental Figure S9** Gene expression variation does not correlate with dN/dS variation.

**Supplemental Figure S10** Genetic divergence between *A. thaliana* and *A. lyrata* for upstream, synonymous, and non-synonymous sites.

**Supplemental Data Set S1.** RNA-seq read counts for 1:1 orthologs in all the samples used in this study.

**Supplemental Data Set S2.** Expression changes (log_2_) of DEGs in Figure 3, A.

**Supplemental Data Set S3.** Expression changes (log_2_) of DEGs in Figure 3, C.

**Supplemental Data Set S4.** GO analysis of DEGs in Figure 3, D.

**Supplemental Data Set S5.** Expression changes (log_2_) of DEGs in Figure 4, G.

**Supplemental Data Set S6.** Expression changes (log_2_) of DEGs in Figure 5, A.

**Supplemental Data Set S7.** Enrichment analysis of known TF-binding motifs in the 5′-regulatory regions of genes in shared and species-specific clusters.

**Supplemental Data Set S8.** GO analysis of gene clusters in Figure 5, A.

**Supplemental Data Set S9.** Primers used in this study.

## Supplementary Material

koab073_Supplementary_Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

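The RNA-seq data come from a species experiment and an accession experiment. In the species experiment, *A. thaliana* Col-0, *C. rubella*, *C. hirsuta*, and *E. salsugineum* seedlings were treated with mock or flg22 for 1, 9, and 24 h, which gave 72 libraries. In the accession experiment, 5 other accessions of *A. thaliana* were treated for 1 h, which gave 30 libraries. Each combination of genotype, treatment, and time point had 3 replicates, which come from 3 independent experiments. Samples were assigned to their groups from the sample labels and the paper's methods. As a check, the fold changes in the paper's supplemental lists were compared with those computed here. In all 17 comparisons of flg22 with mock, the list's values correlated most with the values computed for the same genotype and time point (lowest *r* 0.989, highest with any other comparison 0.958). For this check, Supplemental Data Set S5 was at hand for 1997 of its 4733 genes.

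The authors deposited raw read counts per gene in 9 tables. They had mapped strand-specific single reads with TopHat2 2.1.1 and counted them with HTSeq 0.6.0 at default settings, which leaves out reads that align to more than 1 place or overlap more than 1 gene. The genomes were TAIR10 for *A. thaliana* and version 1.0 assemblies for the other species. For the accessions the paper describes a mapping to the Col-0 reference and one to SNP-corrected genomes, and its text does not name which of them gave the deposited counts. Each table ends with HTSeq's summary lines, which name no gene and stayed out of library sizes and tests. These lines held 12.2% to 50.0% of the counts in the species libraries and 7.11% to 10.4% in the accession libraries. Reads aligned to more than 1 place made up 8.81% to 42.8% of a library in Col-0, 9.39% to 16.7% in *C. rubella*, 3.68% to 5.72% in *C. hirsuta*, and 12.0% to 33.4% in *E. salsugineum*. Genes with near-identical copies, such as those in tandem arrays, are therefore undercounted by such reads. All columns of per-sample values were used.

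Genes with a mean of at least 10 counts per library were kept and library sizes were scaled by TMM factors. Per species (all 18 libraries in 1 fit) or per accession (6 libraries), flg22 was compared with mock by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with the replicate number as a block and Benjamini-Hochberg adjustment over the genes tested in each comparison. A DEG had an adjusted *P*-value below 0.01 and an absolute log_2_ fold change above 1. Standard errors are the absolute log_2_ fold change divided by the square root of the F statistic. Values in CPM, counts relative to library size, are scaled by the same factors. A fold change against a group whose libraries all held at most 3 counts is given as a lower bound, computed against 3 counts.

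Differences between genotypes in the flg22 effect at 1 h were tested in 1 fit per panel without the block, as in the paper's combined analysis, with library sizes and TMM factors from each full table. The panels were the 1:1 orthologs among the 4 species, the same orthologs among the 5 accessions, and all genes among the 5 accessions. Supplemental Data Set S1 was at hand for 1709 of 17856 orthologs, all from the start of chromosome 1, and Supplemental Data Set S6 for 1997 of 5961 genes. No overlap or enrichment test was run on these lists. Correlations and clustering of the 1 h responses used log_2_ ratios of each replicate pair, with a prior count of 2 and 1000 bootstrap resamples of genes.

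Mock and flg22 samples of 1 replicate number were treated side by side according to the paper. To check this pairing, each sample's deviation from its group mean was correlated within pairs. Of 51 pairs, 45 had a correlation above 0.1, with a median of 0.36, a lowest value of −0.07, and a highest value of 0.79. The paper's linear model has a replicate effect for the individual analyses and none for the combined analysis, and both designs were followed in turn.

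The tests were tried on simulated counts, drawn from the means and library sizes of the real genes with 200 genes changed by a log_2_ fold change of 2. The test of flg22 against mock recovered 92% of them among 20237 genes in Col-0, with 0 of the unchanged genes called, and 97% among 19516 genes in Kon, with 1 unchanged gene called. The test of differences between genotypes recovered 94% among 1557 orthologs in the species panel, with 9 unchanged genes called. In the accession panel it recovered 100% among 1501 orthologs, with 3 unchanged genes called. The simulated libraries had no differences between experiments, and their dispersions were estimated with the replicate number in the model. The recovered shares therefore do not give the power of the fit without a block on the real libraries.

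Library depth ranged from 19327936 to 36897285 counts in the species experiment and from 14039779 to 28168094 in the accession experiment. At this depth a mean of 10 counts corresponds to less than 1 CPM in every library. The genes named in the text were set by a rule written before the data were examined, except *NPC3*, AT5G23510, AT5G39770, *cPT1*, and *NPC4*, which were named after their values were seen. The genes under the rule are the genes that the paper names in its text, Figure 3, B, or Figure 6 and that could be paired with an identifier, with *FLS2* among them (42 genes), and for each species at 1 h the DEG with the largest increase and that with the largest decrease, among genes with a mean of at least 10 counts in both groups and 1 direction in all 3 pairs. Gene names come from the paper and from the NCBI annotation of TAIR10.1, which has an entry for 26719 of the 27416 *A. thaliana* identifiers. As that build is not the TAIR10 build of the authors, no coordinates are given.

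The alternatives tried were the fit without (or with) the replicate block, DESeq2 1.42.0 size factors in place of TMM, all genes with at least 1 count in place of the filter, limma 3.58.1 voom with *q*-values, the DESeq2 Wald test, only the 6 libraries of a time point in the fit, other prior counts, filters, and correlations for the clustering, and each replicate left out in turn. Figures were drawn with matplotlib. RT-qPCR, phosphorylation, growth, bacterial titer, hormone, metabolite, sequence, and gene ontology results were not analysed here.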

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

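Each result in this part is a flg22 effect at 1 h that differed between genotypes in a test of the difference itself (edgeR). Single deviating libraries within a group of 3 were not tested for directly. Instead, each replicate was left out in turn. The fits with the replicate pairs as a block and with scaling factors from the orthologs alone belong to the alternatives set in advance, but their use as tests of an explanation, and the test of gene loss by the counts in every accession, were chosen after the results were seen.

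Among the 4 species, 247 of 1553 orthologs responded differently, against 6 of 1497 among the 5 accessions. Over all genes, 115 of 19980 responded differently among the accessions. The species libraries were deeper, but after each was thinned to the median total of the accession libraries, 250 of 1524 orthologs still responded differently among species, which argues against depth as the reason for the larger number. Variation between the 3 independent experiments is not removed in a fit without a block. With each mock and flg22 pair as a block, 343 orthologs differed among species and 81 among accessions, and the ratio fell from 41.2 to 4.23. The block thus changed the size of the contrast and left the number among species more than 1.5 times as high. Libraries of different species could also differ in composition, but with library sizes and TMM factors from the orthologs alone the number was 250. Without replicate 1 the number among species was 81, and without replicate 3 it was 60. Among accessions, the fits without replicates 1, 2, and 3 gave 0, 0, and 2 orthologs and 2, 0, and 49 genes, with 193, 120, and 349 orthologs and 3011, 2069, and 5105 genes at an unadjusted *P*-value below 0.05. Differences in annotation, gene models, and ortholog assignment coincide with the species and were not tested. They stay open beside a divergence of the response itself. Read length and instrument model also separate the species libraries (100 bp) from the accession libraries (150 bp). Their share in the contrast was not tested and stays open. With Col-0 as a further accession, 15 orthologs and 215 genes differed, but batch and accession coincide there.

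The mock and flg22 pairs were also assigned to groups at random, with each pair as a block in the fit. For the species, 1 of 100 groupings, the real one, gave as many orthologs as observed (343, against at most 19 in the others). For the accessions, 1 of 100 groupings gave as many orthologs (81, against at most 67) and 1 of 40 as many genes (1242, against at most 15). A grouping by chance is therefore argued against in each case.

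Orthologs that differed in 1 species from each of the other 3 numbered 7 in *A. thaliana*, 26 in *C. rubella*, 14 in *C. hirsuta*, and 11 in *E. salsugineum*. With the pairs as a block these numbers were 12, 40, 16, and 18, and for each species 1 of 100 random groupings of the pairs, the real one, gave some group as many (at most 7 in the others). Without replicate 1 the numbers were 1, 3, 5, and 4, and without replicate 3 they were 1, 3, 5, and 2. Since each species has its own genome and table, a species difference cannot be separated here from one in mapping or annotation, for which no test was made.

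Among accessions, 4 genes differed in 1 accession from each of the other 4. They are *NPC3* (AT3G03520) in Can-0, with a difference of at least 3.61 on the log_2_ scale, AT5G23510 in Gy-0 (at least 1.86), and AT5G39770 and *cPT1* (AT2G17570) in No-0, where *cPT1* differed by −1.47 or more. The fitted difference of AT5G39770 was 5.10, but all its mock libraries in No-0 held at most 3 counts, so this value depends on the prior count and is not a bound. Leaving out any 1 replicate left 0 such genes in Can-0 and Gy-0 (15 to 63 and 9 to 17 at an unadjusted *P*-value below 0.05) and at most 1 in No-0, in fits with fewer samples. Sequence differences or gene loss against the Col-0 reference could produce such effects. Of the genes that responded differently among accessions, 1.74% had a mean below 10 counts in at least 1 accession, against 7.18% of the other genes tested. A gene with few counts has little chance of passing the threshold whatever the reason, so these shares decide nothing. Loss of the whole gene in an accession would leave next to no counts there. Of the 115 genes, 88 had a mean of at least 100 counts in every accession, which argues against loss as the reason for most of them, and loss stays open for the other 27. *cPT1* and AT5G23510 had at least 69 and 216 counts in every library at 1 h, so loss is argued against for both. Reads of a similar gene counted in place of a lost one were not tested, and sequence differences stay open for the set and for the single genes. The mock libraries of Can-0 held 51 to 82 counts of *NPC3*, fewer than those of the other 5 accessions (113 to 428 counts), and AT5G39770 had 0 counts in all Col-0 mock libraries. *NPC4* (AT3G03530), next to *NPC3*, also rose in Can-0 (log_2_ fold change 2.46, standard error 0.34, adjusted *P* = 0.000677, edgeR), against −0.28 to 1.15 in the other accessions. This gene was chosen after its values were seen. In the test over all genes, its effect in Can-0 was 1.51 to 2.82 above those in the other 4 accessions of the panel, and 0 of its 10 pairs of accessions passed the threshold (3 at an unadjusted *P*-value below 0.05; lowest adjusted *P* 0.196, edgeR, and 0.00889 to 0.899 over the alternatives). With the pairs as a block, Can-0 and Kn-0 differed by 2.73 (adjusted *P* = 0.00889, edgeR), and none of the other alternatives called a pair. A sequence change at this locus in Can-0, reads shared between the neighboring copies, and a regulatory difference all stay open.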

How the results depend on the processing

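The alternatives were set before the data were examined, except DESeq2's size factors for the differences between genotypes, the fits of the paper's clusters without 1 replicate, and the mock levels of these clusters over all listed genes and over genes kept in every genotype, which were chosen after seeing the data. Of 611 comparisons of the 71 answers to a comparison with their value under an alternative, 484 stayed within 1.5 times for a count, or within 1 SD between replicates for another value. With all replicates kept this held for 339 of 398, and with 1 replicate left out for 145 of 213. Of 2422 comparisons for single genes, 2366 kept their direction and their side of the threshold, 49 fell below it, and 7 rose above it, with no change of direction in these comparisons. With all replicates kept, 16 fell below and 6 rose above, and with 1 replicate left out, 33 fell below and 1 rose above. Of 713 comparisons of other values and counts, 556 stayed and 157 moved. DESeq2's size factors kept 65 of 66 answers and all genes with at least 1 count kept 61 of 62, and each moved the genes of No-0 alone from 2 to 1.

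The replicate number paired mock and flg22 libraries, and the tests of flg22 against mock used it as a block. Without the replicate block, 40 of 50 answers stayed. The DEGs of *E. salsugineum* fell from 521 to 256 at 9 h and from 611 to 311 at 24 h, and the shares of its early induced genes still called to 10.7% and 11.0%. DEGs in Can-0 fell to 1254, in Gy-0 to 1443, and in Kon to 2570, those shared by 5 accessions to 805, those in at least 1 accession to 3316, and those of 1 direction to 3206. Of the genes named, *NPR3* in *C. rubella*, Can-0, and No-0, *WRKY29* in *C. hirsuta* at 24 h and *E. salsugineum* at 9 h, *CBP60G*, *MYB122*, and *EFR* in Gy-0, *FLS2* and *SID2* in Gy-0 and Kon, *WRKY62* in Kon, and CARHR276520 in *C. hirsuta* were no longer DEGs, and the block changed no other call of a named gene in these fits. For the differences between genotypes, the fit with each pair as a replicate block gave 81 orthologs and 1242 genes among accessions, 12, 40, and 18 orthologs in *A. thaliana*, *C. rubella*, and *E. salsugineum* alone, and 17, 5, 10, 2, and 7 genes in No-0, Kon, Kn-0, Gy-0, and Can-0 alone. The cause was not tested.

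With the DESeq2 Wald test, 798 DEGs were called in *C. rubella* at 9 h and 587 in *C. hirsuta* at 24 h, where 16.9% of the early induced genes were still called. It gave 20 orthologs in *E. salsugineum* alone, 27 orthologs and 441 genes among accessions, and 3, 2, 3, and 5 genes in Can-0, Gy-0, Kn-0, and No-0 alone. With limma-voom, 1 ortholog differed among accessions and 0 genes in No-0 alone (68 at an unadjusted *P*-value below 0.05). One F-test over all genotypes gave 1 ortholog and 75 genes among accessions. With Col-0 as a further accession, 15 orthologs and 215 genes differed. The cause of these changes was not tested. Fitting only the 6 libraries of a time point, with fewer samples, gave 252 DEGs in *C. rubella* at 9 h, 114 in *C. hirsuta* at 24 h (3.81% of its early induced genes), and 784 in *E. salsugineum* at 9 h. Without the adjusted *P*-value as a criterion, a fold change over 2 was kept by 21.3% of the early induced genes of *C. rubella* at 9 h and by 41.9% and 30.7% of those of *C. hirsuta* at 9 and 24 h, as a looser criterion must give.

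Mean correlations of the 1 h responses moved with each setting, while their order by kind of comparison stayed. Between the 5 accessions, between Col-0 and other accessions, and between species, they were 0.743, 0.692, and 0.614 with a prior count of 0.5, and 0.814, 0.762, and 0.670 with a prior count of 10. With orthologs of a mean count of at least 100, the means within a genotype and for these 3 kinds were 0.899, 0.843, 0.803, and 0.712, and with Spearman's correlation 0.719, 0.623, 0.554, and 0.486. The cause was not tested.

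The fits that each left out 1 replicate have fewer samples. In *A. thaliana* they gave 176 to 606 downregulated genes at 1 h, 1067 to 2096 DEGs at 9 h, 831 to 1453 at 24 h, and 2250 to 3719 in all. In *C. rubella* they gave 694 to 1046 downregulated genes at 1 h, 1 to 329 DEGs at 9 h, and 660 to 1340 at 24 h. In *C. hirsuta* they gave 1299 to 2801 DEGs at 1 h (1142 to 2034 upregulated, 157 to 767 downregulated), 225 to 1041 at 9 h, 14 to 86 at 24 h, and 1404 to 3229 in all. In *E. salsugineum* they gave 203 to 280 downregulated genes at 1 h, 128 to 436 DEGs at 9 h, and 225 to 429 at 24 h, and Kn-0 had 1883 to 3230 DEGs. Of the 868 genes, 473 to 640 were called in all 4 species, 450 to 587 of them at 1 h, and 540 to 801 in *C. hirsuta*. The share of early induced genes still called was 0.0404% to 10.2% at 9 h and 22.4% to 37.8% at 24 h in *C. rubella*, 6.29% to 25.6% and 0.699% to 3.15% in *C. hirsuta*, and 5.77% to 17.2% and 8.96% to 14.5% in *E. salsugineum*. Orthologs that differed among species numbered 60 to 280, with 1 to 7 in *A. thaliana*, 3 to 29 in *C. rubella*, 5 to 12 in *C. hirsuta*, and 2 to 15 in *E. salsugineum* alone. Among accessions, 0 to 2 orthologs and 0 to 49 genes differed, with 120 to 349 orthologs and 2069 to 5105 genes at an unadjusted *P*-value below 0.05. Can-0 and Gy-0 alone had 0 genes in each of these fits (15 to 63 and 9 to 17 unadjusted), and No-0 alone 0 to 1 (41 to 82 unadjusted).

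Depth limits genes with few counts. *WRKY13* had at most 35 counts in a library of Col-0 and *WRKY62* at most 52, so that changes of these genes are less precisely measured than those of abundant transcripts.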

Differences from the paper's values

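The values of the paper were compared with those computed from the deposited counts for 15 values in its text, 12 means of its supplemental lists, and 31 numbers read from its figures. The number of downregulated genes in Kn-0 at 1 h was 326, against about 690 in Fig. 4E, read by eye. The numbers computed here cover all genes tested, whereas the caption of that figure limits it to the 1:1 orthologs. Of the alternatives set before the data were examined, limma-voom with *q*-values (685) and the DESeq2 Wald test (739) reached the paper's value. The fit without the replicate block (272), DESeq2 size factors (402), all genes with at least 1 count (448), and the fits without replicate 1 (340), replicate 2 (417), or replicate 3 (1417) did not. The lists at hand were shorter than those of the paper. Supplemental Data Set S1 held 1709 genes against the paper's 17856, Supplemental Data Set S5 1997 against the paper's 4733, and Supplemental Data Set S6 1997 against the paper's 5961, and no alternative applies to these sizes.

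The paper names *WRKY13* among the conserved flg22-responsive genes. It is not in the list of 868 genes at hand, and its log_2_ fold change in Col-0 at 1 h was −0.63, with no call at any of the 3 time points and, at 1 h, in none of the settings run. *WRKY62*, also named there, was no DEG in Col-0 at 1 h but was one at 24 h, and limma-voom and the DESeq2 Wald test called it at 1 h. *CBP60G* and *ERF104* are named as conserved too. Here *CBP60G* was not called in *E. salsugineum* and *ERF104* was not called in *C. hirsuta*. At 1 h, limma-voom and the fit without replicate 2 called *CBP60G* in *E. salsugineum*, and limma-voom, the DESeq2 Wald test, and the fit on the 6 libraries of the time point called *ERF104* in *C. hirsuta*. The paper gives a range for the DEGs of *C. hirsuta* and *E. salsugineum* at 24 h, and the 611 found in *E. salsugineum* lie above it and the 284 in *C. hirsuta* below it. The upregulated genes alone number about 610 in *E. salsugineum* and about 350 in *C. hirsuta* in Fig. 2B, read by eye, against 562 and 268 here, so that for *E. salsugineum* the paper's figure also lies above the range of its text. In *C. hirsuta*, limma-voom (380) fell within the range, while the DESeq2 Wald test (587) lay above it. The fit without the replicate block (200), DESeq2 size factors (276), all genes with at least 1 count (293), the fit on the 6 libraries of the time point (114), and the fits without replicates 1, 2, and 3 (86, 26, and 14) lay below it. In *E. salsugineum*, the fit without the replicate block (311) and the fits without replicate 1 (429) or replicate 3 (323) fell within it. DESeq2 size factors (622), all genes with at least 1 count (631), limma-voom (674), the DESeq2 Wald test (795), and the fit on the 6 libraries (672) lay above it, and the fit without replicate 2 (225) lay below it. The paper names Kon as the accession with the most DEGs among the orthologs, whereas over all genes tested No-0 had 4021 and Kon 4003. Kon had more DEGs than No-0 with limma-voom (4372 and 4197), the DESeq2 Wald test (4047 and 3762), all genes with at least 1 count (4120 and 4115), and without replicate 3 (4296 and 3783). The paper states that of the accessions only Can-0 had a gene that responded differently from all others. Here Gy-0 had 1 such gene and No-0 had 2 in the test over all genes, whereas the paper's combined analysis used the 1:1 orthologs. Whether these genes are among those orthologs was not checked, so the numbers are not a like comparison. None of the settings run gave Can-0 alone such a gene. With limma-voom, Can-0 and Gy-0 had 1 each and No-0 had 0, with 68 genes at an unadjusted *P*-value below 0.05.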

Other observations

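The tests of a deviating replicate and of the mock level in *C. rubella* and of the sequencing batch of Col-0 were chosen after the results were seen.

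In *C. rubella*, DEGs were fewer at 9 h (449) than at 1 h or 24 h, where 1512 were found. A deviating replicate as the whole reason is argued against, since with the same replicate left out at both time points the DEGs at 24 h were still at least 4.07 times as many as at 9 h. The spread between replicate pairs was 1.44 times as high at 9 h as at 24 h, which lowers the number of calls. It does not explain the median log_2_ fold change of the genes induced at 1 h, which was 0.20 to 0.45 over the pairs at 9 h, below all pairs at 24 h (0.82 to 1.03). A higher level of these genes in mock at 9 h could lower their fold change. From 24 h to 9 h the level in mock was 0.35 ± 0.11 higher (SD, n = 3; higher in 3 of 3 pairs) and the level after flg22 changed by −0.29 ± 0.18, lower in 3 of 3 pairs. With 3 pairs, a change in mock alone and one in both treatments cannot be told apart. A response that ebbs at 9 h and returns is a hypothesis that was not tested further. The number at 9 h was 329, 1, and 94 without replicates 1, 2, and 3, and that at 24 h was 1340, 660, and 895.

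*C. hirsuta* had 284 DEGs at 24 h, fewer than *E. salsugineum* (611), although the median log_2_ fold change of its early induced genes was higher (0.73 against 0.44). Its replicate pairs had medians of 1.19, 0.22, and 0.53, and the spread between pairs was 1.46 times that in *E. salsugineum*. The medians thus show no smaller response in *C. hirsuta*, but its pairs lay on both sides of those of *E. salsugineum* (0.31 to 0.53). With 3 pairs, whether the larger spread alone gave the lower number cannot be decided. The number was 86, 26, and 14 without replicates 1, 2, and 3. In *E. salsugineum* it was 225 without replicate 2 and 323 without replicate 3.

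A larger share of the genes induced at 1 h was still called at 24 h in *A. thaliana* (51.2%) than in *E. salsugineum* (18.8%). A weaker induction in *E. salsugineum* could have left more genes near the threshold. Among genes with a log_2_ fold change above 3 at 1 h, 83.3% of 498 in *A. thaliana* and 38.6% of 536 in *E. salsugineum* were still called, a ratio of 2.16, which argues against this explanation. A longer response in *A. thaliana* is a hypothesis, and differences in growth stage and handling between species were not tested. The share in *E. salsugineum* at 24 h was 8.96% without replicate 2.

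Col-0 had a mean correlation of 0.728 with the other 5 accessions in its 1 h response, against 0.737 (Kn-0) to 0.804 (No-0) for each of these with the other 4. Col-0 was sequenced with 100-bp reads on another instrument model, so that batch and accession cannot be told apart. The low value of Kn-0 goes with a low correlation among its own replicate pairs (0.719), and its DEGs rose from 1825 to 3230 without replicate 3.

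For each of the 17 comparisons of flg22 with mock, the DEGs were counted in the 10 splits of the 6 libraries into groups of 3. The real split gave the most in each, and it was 1 of 10 splits with as many DEGs, a share that this design cannot bring below 0.1. Of the 4 splits that part all 3 pairs, 1 gave as many. No other split of any comparison gave more than 2 DEGs, a number reached in *C. rubella* at 9 h.

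The mean mock level at 1 h of the 4 species-specific clusters of Supplemental Data Set S3 depended on the genes counted. Over all listed genes, the level of the *A. thaliana* cluster was lowest in *A. thaliana* (2.17 log_2_ CPM, against 2.60 to 2.84 in the others) and that of the *C. rubella* cluster in *C. rubella* (2.35 against 2.64 to 2.91). The *C. hirsuta* cluster had a level of 2.79 in *C. hirsuta* and of 2.78 to 2.96 in the others, and the *E. salsugineum* cluster was highest in *E. salsugineum* (2.77 against 2.27 to 2.65). The filter on mean counts kept more genes of each cluster in the species in which it is induced, such as 223 of 224 genes of the *A. thaliana* cluster in *A. thaliana* and 205 to 210 in the others. With the genes so kept in each species, the level was lowest in the species of induction in each cluster (2.18, 2.46, 2.81, and 2.84), an order that the filter partly builds in. Over the genes kept in every species, this held for the *A. thaliana* (2.62), *C. rubella* (2.79), and *C. hirsuta* clusters (3.15), but not for the *E. salsugineum* cluster (3.20, against 3.11 in *C. rubella*). The 2 sets without a filter by species were chosen after seeing the data. The tables were normalized separately and the clusters chosen on these libraries, so levels were not tested between species, and no biological explanation was tested.

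Several genes that the paper examined by RT-qPCR were DEGs in 1 of the species tested at 1 h. These were *PR4* (log_2_ fold change 3.09), *NAC32* (2.80), and AT3G60966 (−2.43) in *C. rubella*, *RAC7* (2.89) in *C. hirsuta*, and *APK4* (3.53), *bZIP* (2.84), and *CYP77A4* (4.18) in *E. salsugineum*. The paper chose AT3G60966 as specific to *C. hirsuta* and describes its induction there by RT-qPCR. Here this gene was tested at 1 h in 2 of the species and called only in *C. rubella*, where it fell. The highest log_2_ fold change of AT3G60966 in the tested species was 0.60, so no induction was called in them. In the remaining species the gene was not tested, and its induction there stays open. AT3G60966 in *C. rubella* was no DEG with any 1 replicate left out (−2.07, −2.40, and −2.79) and *RAC7* in *C. hirsuta* was none without replicate 2 (2.95). *CYP79B2*, which the paper chose as specific to *C. rubella* and describes as also induced in Col-0, was a DEG in all 4 species, with log_2_ fold changes of 5.72 in *C. rubella*, 1.84 in *E. salsugineum*, 1.80 in Col-0, and 1.41 in *C. hirsuta*, where it was no DEG without replicate 1 (1.39) or replicate 3 (1.45). Of the genes in this paragraph, only *bZIP* was among the orthologs tested for differences between species. It differed between *E. salsugineum* and each of the other 3 species, by −3.41 in Col-0, −2.91 in *C. rubella*, and −3.02 in *C. hirsuta*, and the same number of pairs, 3 of 6, passed the threshold in each setting run. *ACT2*, the reference gene of the RT-qPCR, rose in *C. rubella* by 1.05 (standard error 0.15, adjusted *P* = 3.04e-05, edgeR; higher in 3 of 3 pairs), against 0.02 in Col-0 and 0.22 in *C. hirsuta*.

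The receptor gene *FLS2* (AT5G46330) was upregulated at 1 h in Col-0 (log_2_ fold change 1.63), Can-0 (2.40), Gy-0 (1.11), Kon (1.02), and No-0 (2.58). In Kn-0 it rose by 1.56 in 3 of 3 pairs and did not pass the threshold (adjusted *P* = 0.0436, edgeR). In Kon it was no DEG without replicate 1 or replicate 2, where it rose by 0.97. In the test of differences between accessions over all genes, *FLS2* differed in 0 of 10 pairs (4 at an unadjusted *P*-value below 0.05). The largest difference was −1.60, between Kon and No-0, and the lowest adjusted *P* was 0.522 (edgeR), with 0.0558 to 0.933 over the alternatives, none of which called a pair.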
